# Unexpected conservation of the RNA splicing apparatus in the highly streamlined genome of *Galdieria sulphuraria*

**DOI:** 10.1186/s12862-018-1161-x

**Published:** 2018-04-02

**Authors:** Huan Qiu, Alessandro W. Rossoni, Andreas P. M. Weber, Hwan Su Yoon, Debashish Bhattacharya

**Keywords:** Genome reduction, RNA splicing, Intron, Rhodophyta

## Abstract

**Background:**

Genome reduction in intracellular pathogens and endosymbionts is usually compensated by reliance on the host for energy and nutrients. Free-living taxa with reduced genomes must however evolve strategies for generating functional diversity to support their independent lifestyles. An emerging model for the latter case is the Rhodophyta (red algae) that comprises an ecologically widely distributed, species-rich phylum. Red algae have undergone multiple phases of significant genome reduction, including extremophilic unicellular taxa with limited nuclear gene inventories that must cope with hot, highly acidic environments.

**Results:**

Using genomic data from eight red algal lineages, we identified 155 spliceosomal machinery (SM)-associated genes that were putatively present in the red algal common ancestor. This core SM gene set is most highly conserved in *Galdieria* species (150 SM genes) and underwent differing levels of gene loss in other examined red algae (53-145 SM genes). Surprisingly, the high SM conservation in *Galdieria sulphuraria* coincides with the enrichment of spliceosomal introns in this species (2 introns/gene) in comparison to other red algae (< 0.34 introns/gene). Spliceosomal introns in *G. sulphuraria* undergo alternatively splicing, including many that are differentially spliced upon changes in culture temperature*.*

**Conclusions:**

Our work reveals the unique nature of *G. sulphuraria* among red algae with respect to the conservation of the spliceosomal machinery and introns. We discuss the possible implications of these findings in the highly streamlined genome of this free-living eukaryote.

**Electronic supplementary material:**

The online version of this article (10.1186/s12862-018-1161-x) contains supplementary material, which is available to authorized users.

## Background

The study of eukaryote genome evolution has focused primarily on how genomes grow in size and complexity over time (e.g., via genome duplication [1] and transposable element accumulation [2] often due to neutral, population level processes) in model organisms such as vertebrates and land plants. In contrast, there is limited information arising from the opposite perspective (i.e., genome reduction), despite its prevalence in many lineages [3]. In addition, knowledge about genome reduction, which has been studied primarily in highly specialized endosymbionts and pathogens [4] has limited implications for free-living species and the maintenance of their biodiversity. Therefore, understanding the impact of genome reduction in free-living organisms, particularly in eukaryotes that have complex genomes, provides a novel avenue to understand and test the underlying principles of genome evolution.

An emerging model for elucidating the impacts of genome reduction in free-living eukaryotes is the Rhodophyta (red algae). This monophyletic algal lineage comprises an ecologically widely distributed and species-rich phylum (ca. 7000 species) [5]. Analysis of genomic and transcriptomic data have shown that red algae underwent at least two phases of massive genome reduction [6]. The first is in the stem lineage, where about one-quarter of the gene inventory was shed [6] and the second is in the ancestor of the anciently diverged extremophiles, Cyanidiophytina, such as *Cyanidioschyzon merolae* [7] and *Galdieria sulphuraria* [8], that thrive in volcanic hot-spring areas [6, 9]. As a consequence of adaptation to their unusual environment, *G. sulphuraria* (6.5 K nuclear genes) and *C. merolae* (4.7 K nuclear genes) contain smaller gene inventories than their mesophilic red algal sisters which encode ~ 10 K nuclear genes [10–12].

Alternative splicing provides a major avenue of post-transcriptional regulation in eukaryotes [13]. Here, using analysis of genomic and RNA-seq data from *G. sulphuraria*, we show: 1) selective retention of the spliceosomal machinery (SM) in *G. sulphuraria*, a toolkit that has been greatly reduced in complexity in many of its sister red algal lineages, and 2) the coincidence of high SM retention and intron enrichment in *G. sulphuraria* that has resulted in extensive alternative splicing (AS) in this species. Given these unique features in *G. sulphuraria*, we discuss the possible implications of AS in red algal evolution.

## Results

### Pattern of spliceosome machinery gene loss in red algae

Using a BLASTp search-based method (see Methods) with 215 non-redundant human SM-associated proteins [14] as the query, we identified homologs in red algae and their putative sister lineage, the Viridiplantae (Additional file 1: Table S1). Consistent with the fundamental function of the SM, a majority of these proteins have detectable homologs in red algae and Viridiplantae (Fig. 1a), with generally more genes found in the latter phylum (Fig. 1a). Substantial variation in SM gene number was found among red algal lineages with *Galdieria* species (*G. sulphuraria* and *G. phlegrea*) containing the largest number of genes and *C. merolae* the smallest (Fig. 1a); the latter result has previously been described [15]. The observed SM gene distribution among red algal species could have resulted from independent, recent gene losses in multiple lineages or from extensive gene acquisition via horizontal gene transfer (HGT; e.g., in *G. sulphuraria* [8]). To distinguish between these two scenarios, we used phylogenetics to study the origin of red algal SM genes (see Methods) and estimated the timing of SM gene losses using a robust red algal tree of life [16]. Most individual SM gene phylogenies suggest vertical transmission because of the shared common ancestry of red algae with a variety of other eukaryotes (e.g., Metazoa in Additional file 2: Figure S1A; see Additional file 3 for all of the phylogenies). No clear evidence was found for the HGT of SM genes in *Galdieria* and other red algal species (Additional file 3). Using Dollo parsimony [17], we reconstructed the evolutionary history of SM genes in red algae. A total of 155 SM associated genes was likely present in the stem lineage of red algae, most of which (150) are preserved in *Galdieria* species (Fig. 1b). In contrast, extensive SM gene losses occurred independently in other red algal lineages such as *C. merolae* (currently 53 SM genes), Bangiophyceae (*Porphyra yezoensis* + *Porphyra umbilicalis*, 91 SM genes), and *Porphyridium* species (*P. purpureum* and *P. aerugineum*, 110 SM genes) (Fig. 1a). *Rhodosorus marinus* (145) contains a SM gene number similar to that in *Galdieria* species (Fig. 1b). Using 303 highly conserved gene families in eukaryotes as reference, we assessed the completeness of each red algal protein dataset with BUSCO. Most species showed a high coverage (< 8% missing genes), except *Chondrus crispus* (16% missing) and Bangiophyceae (19% missing) (Additional file 4: Table S2). Because *C. crispus* contains slightly more SM-genes than its sister lineage *Gracilariopsis chorda*, this result suggests that the estimate of SM-gene number in most species was robust except for the Bangiophyceae. Whereas the extensive SM gene loss in *C. merolae* is likely explained by recent genome reduction specific to this extremophilic lineage [9] (arrow #3 in Fig. 1b), the underlying reasons for SM gene loss in *Porphyridium* and other mesophilic species are unclear. In contrast, the significant retention of SM genes at the split of extremophilic and mesophilic red algae (and maintenance in *Galdieria*) in the face of genome reduction, specific to this group (arrow #2 in Fig. 1b) is a surprising result.

**Fig. 1:**
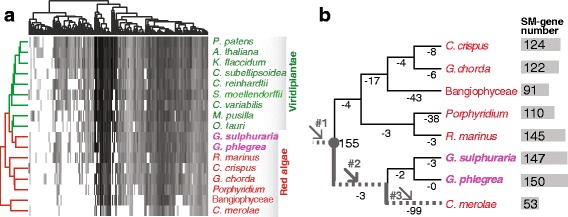
The evolution of SM genes in red algae. **a** Distribution of 215 spliceosomal (SM) protein homologs in 17 red algal (in red color) and Viridiplantae lineages (in green color). *Galdieria* species are shown in the purple color. The heatmap is based on the sequence identities between human SM proteins and their homologs in the corresponding species. **b** The putative losses of SM genes in the red algal tree of life. The extent of SM gene loss is indicated by the numbers under branches. The grey circle indicates the most recent common ancestor of red algae. The dashed branches and arrows indicate the three phases of red algal genome reduction

### Spliceosome composition and conservation in red algae

Based on human SM protein expression data [14] (Additional file 5: Table S3), we found that highly expressed SM proteins (79%) are twice as likely to be retained in red algae as those expressed at low levels (43%). Nearly all of the core proteins that directly bind small nucleolar (sn) RNAs to form small nuclear ribonucleoproteins (i.e., Sm, U1, U2, U5, U4/U6 and U5/U4/U6) are conserved in *Galdieria* species and have the lowest degree of loss in mesophilic red algae (Additional file 5: Table S3). All five snRNAs (U1-2 and U4-6) are found in *G. sulphuraria* (Additional file 6: Figure S2) and in five other red algal genomes (Additional file 7: Table S4), except for U1 snRNA that was most likely lost in *C. merolae* [15] (Additional file 7: Table S4). Whereas we included *G. phlegrea* to fully capture the SM gene inventory (Fig. 1), this taxon is not included in downstream analyses because of its close phylogenetic relationship to *G. sulphuraria* and the relatively low quality of intron annotation due to a lack of transcriptome data. In contrast, the remaining auxiliary SM proteins that generally perform peripheral or modulatory functions underwent more frequent loss (Additional file 5: Table S3). These results suggest that the red algal common ancestor contained 155 SM proteins that comprised the complete core of the spliceosomal machinery that was largely maintained in some lineages (such as *Galdieria*). It is noteworthy that although *C. merolae* and *G. sulphuraria* are both extremophiles that inhabit areas surrounding volcanic hot springs, these two species differ dramatically in lifestyle and metabolic capacity [18] which presumably is reflected by the additional phase of genome reduction in *C. merolae* (arrow #3 in Fig. 1b) [9]. Whereas the extremely reduced SM does perform RNA-splicing functions in *C. merolae*, it likely has a highly compromised efficiency given the minimal number of introns (only 27) present in this genome [7]. A highly reduced SM has also been found in several parasitic eukaryotes [19]. These species invariably show a paucity of introns including the kinetoplastid *Trypanosoma brucei* (13 introns in 8747 genes) [20], the microsporidian *Encephalitozoon cuniculi* (7 introns in 1996 genes) [21], and the diplomonad *Giardia lamblia* (6 introns in 7364 genes) [22].

Consistent with a previous study [15], we found that many red algal SM proteins are distantly related to reference sequences (i.e., human SM proteins) and have extremely long branches in phylogenies (Additional file 8: Figure S3). This pattern of evolution is common in red algal species with reduced SM gene sets such as *C. merolae*, Bangiophyceae, and *Porphyridium*, and is largely absent in *G. sulphuraria* and *R. marinus*. Using the BLASTp bit score as the metric, we found *G. sulphuraria* SM proteins to be generally more conserved than their orthologs in other red algal species (except *R. marinus*) at the primary sequence level (Additional file 8: Figure S3). Similarly, *G. sulphuraria* also shows the strongest overall sequence conservation among snRNAs, as reflected by their high alignment scores (Additional file 7: Table S4). *C. merolae* has the least conserved snRNAs (Additional file 7: Table S4). Whereas the fast evolution of SM proteins and snRNAs might reflect a genome-wide feature in *C. merolae* [16], the highly derived SM proteins and snRNAs in other red algal species likely resulted from the acquisition of novel functions or relaxed functional constraints. This result suggests that some apparent cases of gene loss in SM gene-poor red algal species (e.g., *C. merolae*) might instead be explained by high divergence; i.e., beyond sequence similarity-based recognition. In summary, our results demonstrate the conservation of the *G. sulphuraria* SM with respect to both gene inventory and protein similarity.

### Enrichment of introns in the *G. sulphuraria* genome

Among the six red algal species with completed or draft genomes, intron numbers vary substantially, ranging from 27 in *C. merolae*, 245 in *P. purpureum*, to 13,245 in *G. sulphuraria* (Additional file 9: Table S5). The most highly conserved red algal SM in *G. sulphuraria* (Fig. 1) coincides with the enrichment of introns and multiple-exon genes in this species (Fig. 2a). Conversely, *C. merolae* that has the most reduced SM (Fig. 1) possesses the smallest number of introns (Fig. 2a and Additional file 9: Table S5). On average, *G. sulphuraria* genes are interrupted by two introns, whereas the corresponding numbers in other four red algal genomes are markedly smaller (0.005 – 0.3 intron/gene, Fig. 2a). The number of genes with one or more introns in *G. sulphuraria* greatly exceeds that in the other five studied red algal species (Fig. 2a). Whereas intron number is likely underestimated in the *P. yezoensis* genome because of its highly fragmented assembly [12], our conclusion does not change when the intron estimate is derived from a set of ‘complete’ *P. yezoensis* genes (i.e., 60% single-exon gene and 0.7 intron/gene on average [12]). Although in need of validation with additional genome data, these results suggest that the extent of SM conservation is likely associated with intron density in red algal genomes (Additional file 10: Figure S4A). A high number of auxiliary SM genes in *G. sulphuraria* likely results in an efficient SM that is able to process the relatively large number of introns in this species. Notably, *G. sulphuraria* has an exceptionally low GC content among red algae (Additional file 10: Figure S4B). Additional red algal genomic data are required to test the correlation between GC content and intron density in these taxa (Additional file 10: Figure S4C).

**Fig. 2:**
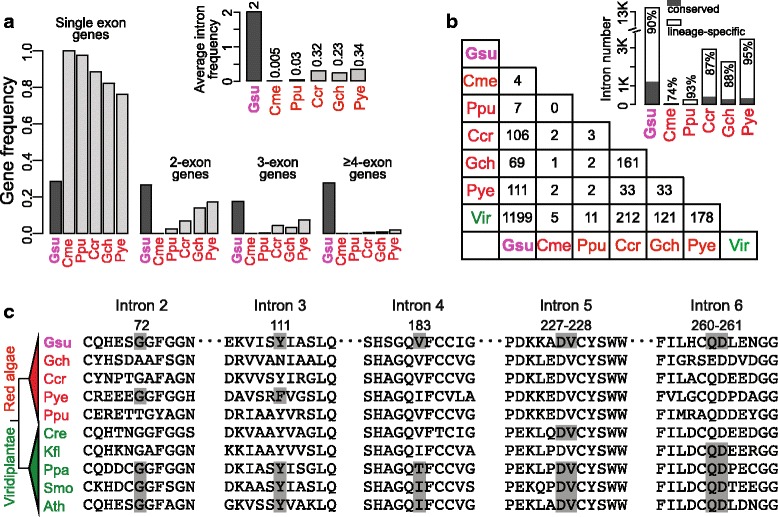
Evolution of red algal introns. **a** The frequencies of single-exon genes and multi-exon genes in six red algal nuclear genomes. The bars in dark grey indicate *G. sulphuraria*. Abbreviations: Gsu (*G. sulphuraria*), Cme (*C. merolae*), Ppu (*P. purpureum*), Ccr (*C. crispus*), Gch (*G. chorda*), Pye (*P. yezoensis*) and Vir (Viridiplantae). The color scheme is the same as in Fig. 1. **b** Shared intron positions across algal lineages. The frequencies of lineage-specific intron for each red algal lineage are shown. **c** Conserved intron positions in *G. sulphuraria* geranylgeranyl transferase beta-subunit gene. The residues interrupted by intron (phase 2 and 3) or flanking intron (phase 1) are shadowed. The alignment is shown only for the 11-12 residue segments spanning the conserved intron positions. The positions of amino acids refer to those in *G. sulphuraria* proteins. Introns found only in Viridiplantae are not shown. Full alignment is provided in Additional file 11: Figure S5

### Origin of *G. sulphuraria* introns

To study the origin of *G. sulphuraria* spliceosomal introns, we compared their positions within homologous genes across six red algal species (Fig. 2b) and between them and five Viridiplantae lineages (Additional file 9: Table S5). Most of the *G. sulphuraria* intron positions (90%) appear to be lineage-specific (Fig. 2b), likely resulting from recent intron insertions. Based on a self-BLASTn search (*e*-value cutoff = 1e-5), only 3.6% (478/13,245) of introns share sequence similarity (query coverage ≥0.5) with one or more (up to 9) other introns. This result does not support the idea that the majority of *G. sulphuraria* introns resulted from recent intron duplications. Regarding intron positions that are shared with Viridiplantae, *G. sulphuraria* (1199) contains > 4-fold more ancestral introns than do other red algal lineages, such as *C. crispus* (212) and *G. chorda* (121) (Fig. 2b). This result suggests that many anciently derived introns were retained in *G. sulphuraria* and lost in other red algal lineages. Examples include the intron-rich *G. sulphuraria* gene encoding geranylgeranyl transferase beta-subunit (NCBI GeneID: 17088310). This gene contains six introns, of which five (from the 2nd to the 6th) have conserved positions in Viridiplantae homologs (Fig. 2c and Additional file 11: Figure S5). In contrast, all of these introns underwent losses in mesophilic red algae, resulting in a 3-exon gene in *P. yezoensis*, single-exon genes in *P. purpureum*, *C. crispus*, and *G. chorda* (Fig. 2c and Additional file 11: Figure S5). When assuming a simple evolutionary scenario (i.e., Dollo parsimony [17]), about 1700 introns are estimated to have been present in the red algal stem lineage, followed by significant losses in mesophilic red algae and in *C. merolae* (Additional file 12: Figure S6). These results suggest that red algal introns have a high turnover rate, that is a common feature of many eukaryotes [23]. The relatively large number of introns in *G. sulphuraria* resulted from both lineage-specific intron gains and retention of ancestral introns. Notably, *G. sulphuraria* introns are much smaller in size (50 bp, on average) than in other red algal genomes (Additional file 13: Figure S7A). This is consistent with a strong size constraint that has resulted in the compact genome of *G. sulphuraria* (Additional file 13: Figure S7B) [8].

### Alternative mRNA splicing in *G. sulphuraria*

Why would SM genes and a relatively more complex intron-exon structure be preserved in the compact *G. sulphuraria* genome? The answer to this question may lie in the fact that intron-exon structure provides the foundation in eukaryotes for generating multiple transcripts via alternative splicing. This is true in *G. sulphuraria*, as demonstrated by previous analysis of transcriptome data derived from Sanger sequences and 454 long-reads that revealed alternatively spliced isoforms for about 500 genes [8]. To test if AS in *G. sulphuraria* responds to environmental changes, we generated and analyzed extensive RNA-seq data from this alga under two arbitrary different temperature conditions: ‘heat’ (42 °C and 46 °C; non-stressed, because this alga normally lives at temperatures between 35 and 56 °C [24]) and ‘cold’ (28 °C; stressed) (see Methods). 

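RNA of *G. sulphuraria*, a unicellular red alga of hot and acidic habitats, was sequenced from 9 libraries of replicate batch cultures (A, B and C), each grown at 42 °C and then moved through the 4 samplings of one temperature timeline. Heat comprised 4 libraries, cultures B and C of H-42 (sampled after 2 weeks at 42 °C) and cultures A and C of H-46 (48 h at 46 °C). Cold comprised 5 libraries, cultures A, B and C of C-28.1 (48 h at 28 °C after H-42) and cultures A and C of C-28.2 (48 h at 28 °C after H-46). The paper analysed 2 libraries per sampling, and its text does not name which of the 3 libraries of C-28.1 it used, so all 9 were used here. For each library the authors deposited the number of reads counted on each gene, without normalization. According to the Methods, reads were trimmed, mapped to the genome with STAR, and removed when they mapped to more than one region or lost their mate. The gene annotation and the strand setting of the counts are not named in the paper's text, so counts of overlapping genes are uncertain. Total counts were 8989387 and 8309544 in H-42 (B and C), 4539163, 8779063 and 6575153 in C-28.1 (A, B and C), 4389066 and 4709730 in H-46 (A and C) and 5261373 and 5396826 in C-28.2 (A and C). The median was 6509637 in heat and 5396826 in cold. The most counted gene took between 2.13% and 6.06% of a library. Counts were tested with edgeR's quasi-likelihood method after TMM normalization on the 6195 genes that passed edgeR's filter on low counts. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.01 and a fold change above 2.5. The Methods give the 2.5-fold minimum for genes; a false discovery rate of 0.01 is given there for differential splicing only, and its use for genes is an assumption made here. The paper instead measured expression and splicing from read coverage with DiffSplice, and gene counts carry no information on the splicing of single introns.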

A total of 1766 introns were identified as being alternatively spliced (mostly via intron retention) under one or both temperature conditions (Additional file 14: Table S6). A total of 1397 of these alternatively spliced introns were located within 1027 known *G. sulphuraria* genes, including 12 genes derived via HGT (Additional file 14: Table S6). Among these 1766 introns, 1152 are identical with the annotated *G. sulphuraria* introns, accounting for 10.2% of the latter (13,245 introns). We predicted the impact of retention of these 1152 introns in the encoded transcripts and found that 792 (68.7%) lead to frame-shifts (i.e., in lengths not divisible by 3) (Fig. 3a). When translated in the reading frame of preceding exons; i.e., 875 (75.9%) introns encode premature stop codons that lead to truncated proteins. Only 50 (4.3%) of retained introns do not cause these two types of changes in the inferred proteins. An example of intron retention is provided by the phosphoribosylformylglycinamidine cyclo-ligase gene (NCBI Gene ID: 17089374). The maintenance of its second intron introduces a stop codon (TAG) and leads to a truncated protein with a fragmented AIR synthase-like C-terminal domain (Fig. 3b). In a FDA synthase gene that contains two introns (NCBI Gene ID: 17086779), the retention of the first intron introduces a 1-bp frame-shift resulting in a ~ 150 amino acid novel peptide downstream of the protein encoded by the first exon (Fig. 3b). These two examples are supported by long reads generated by Sanger or 454 sequencing [8]. The functional implication of these protein variants is not yet known.

**Fig. 3:**
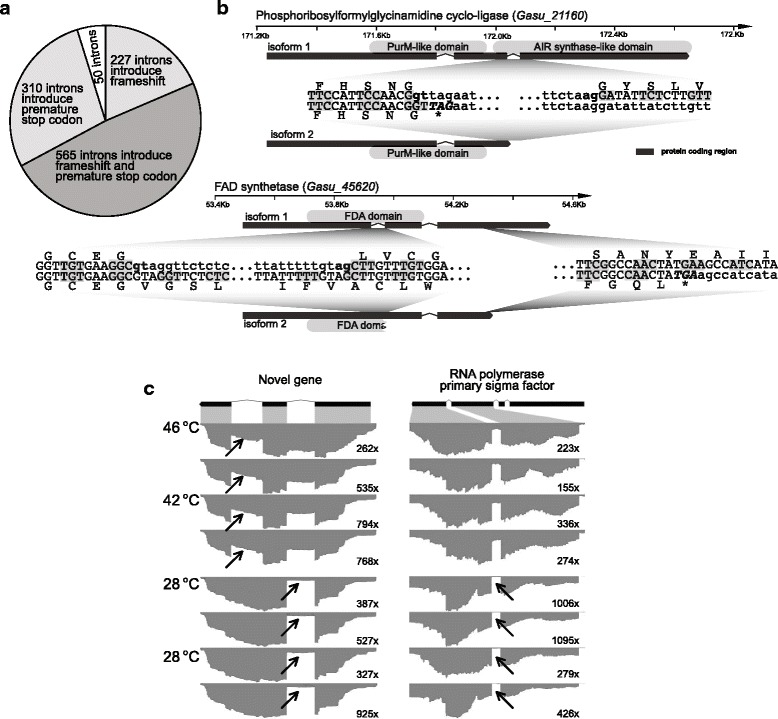
Intron retention in *G. sulphuraria*. **a** Predicted changes resulting from the retention of 1152 alternatively spliced introns identified in this study. **b** Examples of intron retention in two *G. sulphuraria* genes. The sequences flanking the splicing signals (GT-AG) are illustrated. Coding nucleotides are shown in uppercase and non-coding nucleotides in lower case. Gray rectangular boxes are aligned with every other codon triplet. Gene models comprise thin black boxes (exons) connected with angled lines (introns). **c** Two examples of differential intron splicing between the heat and cold conditions in *G. sulphuraria*. Gene structures are shown at the top with the black boxes indicating the exons. For each gene, the read coverage along the displayed regions is shown for a total of 8 samples, with 2 replicates for each at the 4 temperature treatments (see Methods for details). The maximum read coverage is shown for each sample. For each intron, regions that are significantly more spliced than the compared temperature group are indicated with arrows

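For the gene of the RNA polymerase primary sigma factor, one of the genes drawn in Fig. 3c (Gs35420 in the count files, locus tag Gasu_35420 in assembly ASM34128v1), reads were counted over the whole gene in 9 libraries, against 8 samples in the figure. Counts per gene scaled to library size (CPM, TMM-normalized) were 155 and 153 in H-42 (cultures B and C), 376, 385 and 481 in C-28.1 (A, B and C), 159 and 112 in H-46 (A and C) and 137 and 188 in C-28.2 (A and C). These values rest on 547 to 3212 counts per library. The mean was 414 ± 58.3 (SD, n = 3) in C-28.1 against 154 ± 1.04 (SD, n = 2) in H-42, and 163 ± 36.0 (SD, n = 2) in C-28.2 against 136 ± 33.0 (SD, n = 2) in H-46. The increase at the first cold shift had a log2 fold change of 1.43 (adjusted p = 0.00105, edgeR's quasi-likelihood test on a 4-condition model with Benjamini-Hochberg adjustment), whereas that at the second was 0.26 (adjusted p = 0.439). The difference between the shifts was -1.16 on the log2 scale (adjusted p = 0.0984 in the same edgeR model), so it was not past the threshold. Over both shifts together, the log2 fold change of cold over heat was 1.11 (standard error 0.33, adjusted p = 0.0162 from edgeR), and the cold and heat libraries overlapped (exact permutation test on log2 values, two-sided p = 0.0714, n = 5 and 4; the smallest p this design allows is 0.00794).

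**Figure D1:**
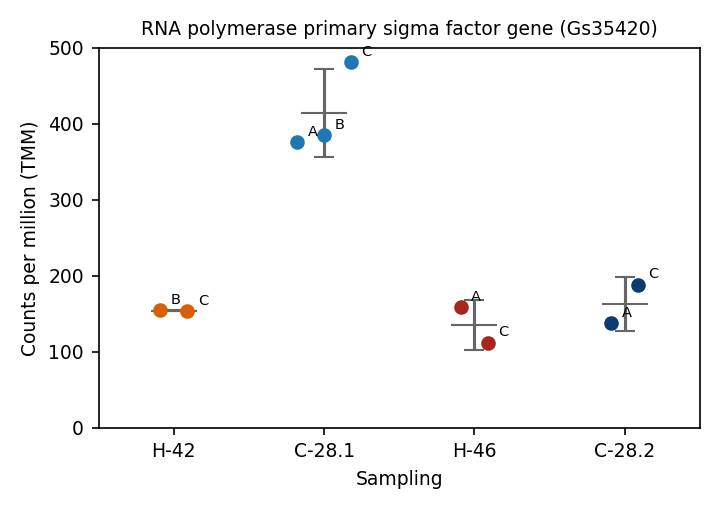
CPM (TMM-normalized, linear axis from 0) of the primary sigma factor gene Gs35420 by sampling; points are libraries labelled by culture, horizontal bars the means and whiskers the SD. The 3 libraries of C-28.1 lie between 376 and 481, and all other libraries between 112 and 188.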

### Differential intron splicing in *G. sulphuraria*

To test if AS in *G. sulphuraria* responds to temperature fluctuations, we searched and identified 212 introns that were (statistically significantly) differentially spliced between the heat and cold conditions (Additional file 15: Table S7). One example is a novel *Galdieria*-specific gene that is comprised of three exons (Fig. 3c). The splicing of the first intron is largely restricted to the heat condition, whereas the second intron is spliced in both conditions with apparently more extensive intron retention under heat than under cold (Fig. 3c). A second example is the gene encoding the RNA polymerase primary sigma factor (NCBI Gene ID: 17087802), with the first intron being significantly retained (i.e., 1/4~ 1/3 of total transcripts) under the heat condition. The same intron is rarely retained under the cold condition (Fig. 3c). This intron is located within a Sigma70-r3 domain (pfam04539) that is involved in the binding of core RNA polymerase. Retention of this intron leads to stop codons and a truncated Sigma70-r3 domain (Additional file 16: Figure S8). We also found many differentially spliced introns that are not located within any annotated genic region, which likely reflects splicing of non-coding RNA transcripts (Additional file 15: Table S7). 

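Between the cold and heat libraries, 613 of the 6195 tested genes passed the threshold of adjusted p below 0.01 and a fold change above 2.5, of which 277 were lower and the others higher in cold. At the same adjusted p without a minimum fold change, 1617 genes were called. A test against the 2.5-fold change itself (edgeR's glmTreat), the alternative that lowered the number most, called 84. In 2076 genes (33.5%) every cold library lay on one side of every heat library, against 1.59% given by chance. Table S8 lists 178 genes with the paper's fold changes, several of which are shared by all genes of one locus. Of these genes, 7 had 0 counts in all 9 libraries, all in loci of several genes. In Table S8, the locus of Gs64440 and Gs15230, both at 0 counts, has a coverage of 777.1 in heat and 2775.5 in cold. The 0 counts therefore do not show that these 7 genes were not expressed. The other 171 genes of Table S8 were tested. Past the threshold were 99 of them, 58 higher and 41 lower in cold, and none had the sign of the paper's fold change, which is cold over heat by its coverage columns except at the locus of Gs17370 and Gs17360. Adjusted over the list alone, 100 were called; the list was drawn from the same cultures and is not independent evidence. Over the 58 genes that are alone in their locus, the log2 fold changes from the counts and the log2 of the paper's fold changes had a Pearson correlation of -0.997 across genes, which are not independent replicates.

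**Figure D2:**
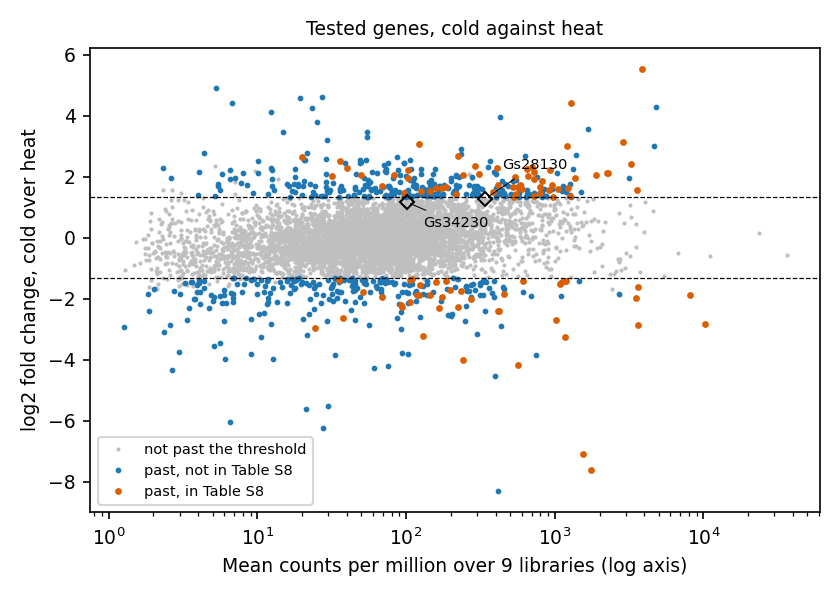
Log2 fold change of cold over heat for each of the 6195 tested genes against its mean CPM (log axis); dashed lines mark a 2.5-fold change. Blue points are the 514 genes past the threshold that Table S8 does not list, orange points the 99 that it lists, and diamonds the spliceosomal genes Gs28130 and Gs34230, both just under the upper line.

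**Figure D3:**
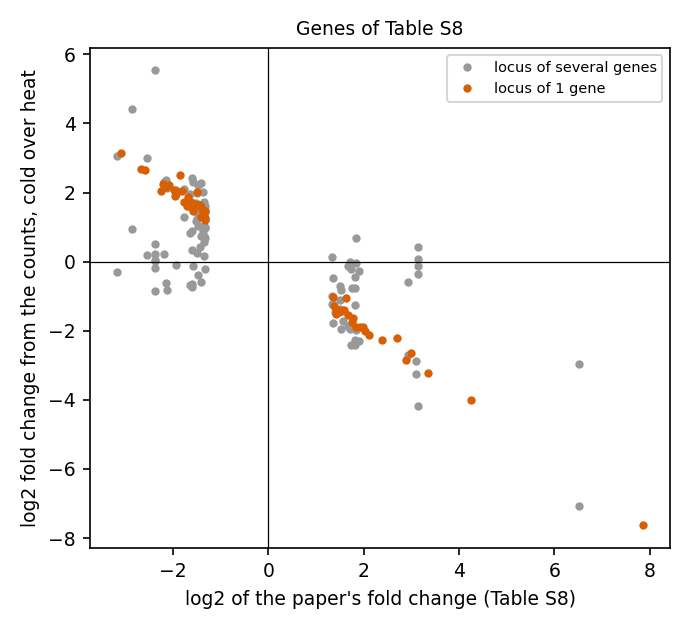
Log2 fold change from the counts (cold over heat) against the log2 of the paper's fold change for the 171 tested genes of Table S8. Orange points are the 58 genes alone in their locus, all in the quadrants of opposite sign, and grey points are genes of loci with several genes, of which 17 have the same sign.

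The splicing factor, arginine/serine-rich 2 (Gs28130) was expressed at 462 ± 96.7 CPM in cold (SD, n = 5) and 190 ± 57.0 in heat (SD, n = 4). Its log2 fold change was 1.28 (standard error 0.25, adjusted p = 0.00165 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a 2.43-fold increase just under the 2.5-fold minimum. Every cold library was above every heat library (exact permutation test, two-sided p = 0.00794, the smallest possible). It was past the threshold with culture as a block (log2 fold change 1.41) and without H-42 B (1.40), H-42 C (1.40), C-28.1 A (1.34) or C-28.2 A (1.39). The ATP-dependent RNA helicase (Gs34230) was expressed at 134 ± 47.7 CPM in cold (SD, n = 5) and 59.6 ± 12.8 in heat (SD, n = 4). Its log2 fold change was 1.17 (standard error 0.27, adjusted p = 0.00411 from edgeR), again below the minimum. In edgeR's 4-condition model it was 1.47 at the first cold shift (adjusted p = 0.00100) and 0.53 at the second (adjusted p = 0.137). The difference between the shifts was not past the threshold (-0.94, adjusted p = 0.136 in the same edgeR model). Table S8 prints Gs28130 and Gs34230 in bold as spliceosomal genes. They held 13.3% (Gs28130) and 9.51% (Gs34230) of the counts of their loci. Of 10 genes in Tables S6 to S8 whose product names match a fixed list of splicing terms, 2 passed the threshold (1 without H-46 A or without C-28.2 C), both named here after their values were seen: the splicing factor, arginine/serine-rich 7 (Gs33180, log2 fold change 1.98, standard error 0.30, adjusted p = 0.000323 from edgeR) and the small nuclear ribonucleoprotein F (Gs28640, log2 fold change 1.35, standard error 0.27, adjusted p = 0.00185 from edgeR).
The largest falls among genes with at least 10 counts in every library were those of Gs10210 (log2 fold change -7.63, standard error 0.56) and Gs51030 (-7.08, standard error 0.38), which also have the largest fold changes in Table S8, and of Gs11780 (-4.55, standard error 0.37). The largest rises were those of Gs25280 (log2 fold change 5.53, standard error 0.50), Gs34310 (4.42, standard error 0.42) and Gs51980 (4.29, standard error 0.40). Gs09270, the gene with the highest coverage in Table S8, fell to 2729 ± 798 CPM in cold (SD, n = 5) from 19596 ± 4139 in heat (SD, n = 4). All of these 7 genes had an adjusted p of at most 5.20e-05 in edgeR's test.

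**Figure D4:**
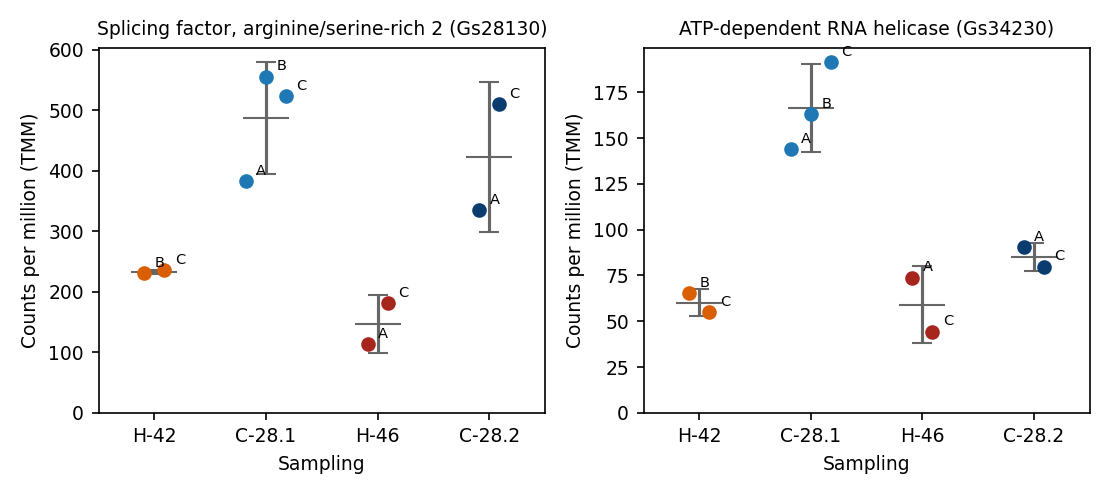
CPM (TMM-normalized, linear axes from 0) of the spliceosomal genes Gs28130 (left) and Gs34230 (right) by sampling; points are libraries labelled by culture, horizontal bars the means and whiskers the SD. For both genes every cold library (C-28.1 and C-28.2) lies above every heat library (H-42 and H-46).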

Under the same conditions, 178 genes were differentially expressed (> 2.5 fold down- or up-regulated in terms of overall expression abundance) including only two SM genes (Additional file 17: Table S8). Because of splicing variation within a group (i.e., heat) due to differences in treatment (42 °C and 46 °C), our result represents a conservative estimate of the extent of differential splicing between the overall ‘heat’ and ‘cold’ conditions. Although a comprehensive analysis of temperature-dependent gene expression and the functional consequences of differential splicing are not within the scope of this paper, our results suggest that *G. sulphuraria* is able to respond to temperature changes (and likely other stimuli) using differential mRNA-splicing. These results explain the considerable fluctuations in microenvironments where many of these species live (e.g., non-thermophilic *Galdieria soos* [25]). Given the overall reduced SM in red algae, compared to humans and Viridiplantae, the prevalence of intron retention might also have resulted from compromised splicing efficiency in *G. sulphuraria*. How this possible scenario contributes to overall intron retention in *G. sulphuraria* is unknown.

## Discussion

We show here that components of the spliceosomal machinery have undergone recent gene losses and accelerated evolution among different red algal lineages. In this context, the high conservation of the SM in *Galdieria* is counterintuitive, given its relatively more reduced gene inventory resulting from lineage-specific genome reduction (Fig. 1b, arrow #2). In addition, *G. sulphuraria* contains a relatively large number of introns via ancient intron preservation and novel insertions, in spite of its compact genome size. This unexpected evolutionary trajectory allows alternative mRNA splicing that generates transcriptomic (and likely proteomic) diversity [26, 27] in this lineage for about a quarter of the alternatively spliced transcripts that do not encode premature stop codons (including 4.3% leading to insertion of amino acids and 19.7% resulting in novel peptides due to frame-shifts, e.g., Fig. 3b). The functional impact of alternative splicing on *G. sulphuraria* biology remains to be investigated.

It is noteworthy that of the 1152 well annotated, alternatively spliced introns we identified in *G. sulphuraria*, most cases (68.7%) of intron retention lead to a truncated protein (Fig. 3a). Why might this be tolerated? The most likely reason is nonsense-mediated decay (NMD), a process that is widespread in eukaryotes for regulating post-transcriptional gene expression [28]. NMD allows for the targeted degradation of alternatively spliced isoforms that would result in truncated proteins due to the introduction of premature termination codons (PTCs; e.g., due to intron retention), as described previously [29]. NMD is not however completely effective and PTCs persist in the transcript pools of many eukaryotes, suggesting a functional role [30]. Soergel et al. [31] postulated an evolutionary interaction between AS and NMD, that allows the rise of alternative, beneficial splice forms (i.e., under the umbrella of a well-established surveillance system) that can ultimately be fixed in the population. This scenario may provide an explanation for the extensive AS-derived PTCs we found in the *G. sulphuraria* RNA-seq data. Several key genes in NMD (i.e., UPF1-3) are present in *G. sulphuraria* and other red algal species (Additional file 18: Figure S9). Our findings with *G. sulphuraria* are generally in line with existing data from other systems. In *Arabidopsis thaliana*, about 13% of intron-containing genes are potentially regulated by AS/NMD [29]. In the unicellular green alga, *Chlamydomonas reinhardtii*, there are 611 AS events that impact 3% of all genes with intron retention being the most common outcome leading to many PTCs [32]. The AS-derived variants may enhance gene regulation in *G. sulphuraria*. This idea is consistent with the reduced intergenic regions (i.e., that could encode *cis*-regulatory elements) that has resulted from genome streamlining (Additional file 13: Figure S7B).

An additional possible explanation for our results comes from a recent study of the yeast UV stress response where genes associated with transcription are regulated by non-coding RNAs derived from alternatively spliced, short transcripts of the same gene (i.e., alternative last exons (ALEs) [33, 34]). In the case of the *ASCC3* gene that represses RNA polymerase II transcription after UV irradiation, transcription of the complete gene (i.e., full-length protein) is de-repressed by an ALE derived from the same gene that acts as a non-coding regulatory RNA. Therefore, it is possible that stress pathways (i.e., not UV irradiation) impacted by our heat and cold treatments of *G. sulphuraria* may lead to the generation of shorter non-coding RNAs via AS that play a role in regulating the stress response. Thermal stress is clearly a major factor in the ecology of *G. sulphuraria*, therefore AS may produce both novel protein isoforms as well as regulatory RNAs (perhaps like ALEs) that play roles in responding to this stress. More generally, our results suggest that strong constraints that exist on the growth of gene numbers (and functions) due to genome reduction can be ameliorated at the transcriptome level. This insight required the analysis of free-living organisms that have relatively complex genomes (i.e., containing introns) and a history of ancient genome reduction, together with recent lineage-specific gene losses. In this regard, our results underline the utility of free-living taxa such as red algae as models for studying eukaryote genome reduction.

## Conclusions

Our results revealed an unexpected aspect of *Galdieria* genome evolution. Whereas the correlation between SM gene number and spliceosomal intron density within red algae remains to be validated with more genomic data, our findings lead to several hypotheses that can be tested in this unique model to understand genome reduction in free-living organisms.

## Methods

### Detection of spliceosomal proteins in red algae

The culture of *G. sulphuraria* used in this study is the strain with the completed nuclear genome sequence (i.e., 074 W) and was isolated from a site near Reykjavik Island [8]. Using the 215 non-redundant human SM proteins as queries (Additional file 19: Supplementary Methods), we searched the proteomes from eight red algal species and nine Viridiplantae (Fig. 1a and Additional file 1: Table S1) using BLASTp (*e*-value cutoff = 1e-5). Significant hits that led to a reasonable alignment length (query coverage > 30%) and had the highest hit-query identities were recorded for each query versus each search species. The resulting data were clustered and visualized with the heatmap function in the R language. Genes and taxa were clustered using Euclidean distances between all gene (or taxon) pairs and the complete-linkage clustering method.

To search red algal SM with higher stringencies and examine their origins, we adopted a phylogenetic-based method [6]. We generated a proteome data comprising SM proteins derived from homology-based gene predictions (using human proteins as reference; Additional file 19: Supplementary Methods) and protein models annotated in existing studies (Table S1). To identify *G. sulphuraria* SM proteins, we searched the *G. sulphuraria* proteome data with BLASTp (*e*-value cutoff = 1e-3) using human SM proteins as queries. The top three *G. sulphuraria* hits according to bit-score (by default) and the top three hits according to query-hit alignment identity were recorded for further validation. To differentiate between orthologous and paralogous relationships between human SM queries and their *G. sulphuraria* homologs, these proteins were used as queries to search (BLASTp *e*-value cutoff = 1e-5) against a comprehensive local protein database [6]. The significant hits were recorded for each SM query and the representative sequences were selected with up to 8 sequences for each phylum in the default order sorted by bit-score. A second set of representative sequences was selected after re-sorting the BLASTp hits according to the query-hit sequence identity. The two sets of representative sequences (by bit-score and alignment identity) for all the SM queries (human and *G. sulphuraria* homologs potentially corresponding to the same SM gene) were then combined, aligned using MUSCLE (v3.8.31) [35] and trimmed using TrimAl (version 1.2) [36] in automated mode (−automated1). The phylogenetic tree was constructed using FastTree (version 2.1.7) [37] under the ‘WAG+CAT’ model with 4 rounds of minimum evolution SPR moves (−psr 4) and exhaustive ML nearest-neighbor interchanges (−mlacc 2, −slownni). Branch support was derived from the Shimodaira-Hasegawa test [38]. We examine the resulting phylogenies manually. A SM gene was regarded to exist in *G. sulphuraria*, if at least one of the *G. sulphuraria* gene candidates appeared in the same orthologous group as the human SM gene (see Additional file 2: Figure S1A for an example of this approach). The SM gene was considered to be absent if no *G. sulphuraria* candidates were found in the orthologous group with the human SM gene (see Additional file 2: Figure S1B for an example of this approach). HGT was inferred when the candidate red algal sequences were nested within multiple sequences from prokaryotic and/or fungal taxa. Following the same procedure as described above, the presence and absence of SM genes were determined in other red algal lineages that are shown in Fig. 1b.

In addition, we used *Galdieria* SM proteins as references for homology-based gene prediction in genome or transcriptome data from the remaining six red algal species (Fig. 2) (Additional file 19: Supplementary Methods). The resulting SM proteins were incorporated into our comprehensive local protein database described above. Using the *G. sulphuraria* SM proteins (or *G. phlegrea* when the *G. sulphuraria* gene was missing) as queries, we carried out a BLASTp search, sorted the significant hits, selected representative sequences, and aligned and built phylogenetic trees following the procedures described above. The resulting trees were manually inspected to identify additional red algal SM sequences that were monophyletic with the *Galdieria* queries.

### Assessing completeness of the protein data

We used BUSCO (version 3) under the default settings to estimate the overall completeness of protein data (equivalent to genomic coverage) for each red algal species [39]. The ‘Eukaryota sets’ that contained 303 conserved gene families in eukaryotes were used as the reference for this analysis.

### Detection of snRNAs

We downloaded snRNA alignments for U1 (RF00003), U2 (RF00004), U4 (RF00015), U5 (RF00020) and U6 (RF00026) from the Rfam database [40]. The alignments were calibrated (using cmcalibrate) and then used for snRNA searches in red algal genomes (using cmsearch) using Infernal (v1.1.2) with the default settings [41].

### Intron analysis

We downloaded the genome and coding DNA sequences (CDSs) from six red algal species that have high-quality whole genome sequences: *G. sulphuraria* [8], *C. merolae* [7], *P. purpureum* [10], *C. crispus* [11], *P, yezoensis* [12] and *G. chorda* (unpublished data), and from five Viridiplantae species (Table S4). The CDSs were mapped to the corresponding genome sequences using BLAT [42] under the default settings. The non-specific alignments were removed and the positions of introns (in genomes) and exon junctions (in CDSs) were then subtracted from the BLAT output using custom scripts. Most of the introns (94-99%) were flanked by the canonical splicing signal (GT-AG) (Table S4).

To identify *G. sulphuraria* intron positions that are shared with *C. crispus*, we searched *G. sulphuraria* proteins against the *C. crispus* proteome using BLASTp (*e*-value cutoff = 1e-10) and retrieved information about the top 10 BLASTp hits. Because the original intron positions along the protein primary sequences are not comparable across sequences due to variable lengths of N′-terminal domains, insertions, and deletions, we built alignments for each query protein and its corresponding *C. crispus* hit(s) using MUSCLE (v3.8.31) [35]. With gaps being introduced during the alignment procedure, the intron positions in the original sequences (without gaps) were converted into column numbers for each sequence in their respective alignments. A *G. sulphuraria* intron position was considered as being conserved if it was located at the same column position in an alignment with one or more introns of the same phase in *C. crispus*. The same method was used to identify intron positions that were shared between any two of the species included in this study (Fig. 2b).

### *Galdieria sulphuraria* cell cultures

Biological replicate cultures of *G. sulphuraria* 074W were grown separately at 42 °C, constant illumination (90 μE), and constant shaking (160 rpm) in photoautotrophic conditions using 2xGS Medium [43]. The experimental design followed a temperature shift timeline: after two weeks of cultivation at stated conditions the first sampling took place (H-42) and the cultures were swiftly moved to 28 °C. After cold treatment at 28 °C for 48 h, a second sampling was performed (C-28.1). The *G. sulphuraria* was then switched to 46 °C for 48 h, at the end of which a third sample was retrieved (H-46). It again was followed by a cold treatment at 28 °C for 48 h when a fourth sample was retrieved (C-28.2). Altogether, two time-points from high temperatures (42 °C and 46 °C) and two time-points from cold temperatures (28 °C) were targeted for sampling.

### Sequencing of the *Galdieria sulphuraria* transcriptome

RNA was extracted using Roboklon’s Universal RNA Purification Kit by following the “plant tissue samples” protocol (Roboklon, Berlin - Germany). RNA quality and concentration was assessed using a Nanodrop photospectrometer ND-1000 (Peqlab Biotechnologie GmbH, Erlangen -Germany). The samples were synthesized to be compatible with Illumina HiSeq2000 RNA-seq libraries strictly following the "Illumina TruSeq RNA Sample Prep v2 LS Protocol" (Illumina, San Diego - USA). All reagents were scaled by 2/3 to the volume proposed in the protocol. The quality of all libraries was assessed using the Bioanalyzer (Agilent Technologies, Santa Clara - USA). The libraries were sequenced in paired-end mode (2x100bp) on two lanes with an Illumina HiSeq2000 sequencer at the BMFZ (Biologisch-Medizinisches Forschungszentrum, Düsseldorf, Germany). The resulting RNA-seq data were deposited in the NCBI Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE89169.

### Detection of differentially spliced introns

The *G. sulphuraria* RNA-seq data were cleaned in paired-end mode using Trimmomatic (v0.36) [44] to remove contaminated adaptor sequences and low quality regions (SLIDINGWINDOW:6:13). Short reads (< 75 bp) were discarded. The cleaned sequence data were then mapped to *G. sulphuraria* genome sequences using STAR (v2.5.2a) [45]. The genome index was generated taking into account the small size of *G. sulphuraria* genome (−-genomeSAindexNbases 11). The reads were mapped to the genome assembly with an allowed maximum intron size (1000 bp) and maximum mate-pair distance (500 bp). Reads that mapped to more than one region were removed and broken pairs were discarded. The mapping results (in SAM format) were then used as input to search for alternatively spliced modules [46] that were differentially expressed across samples using DiffSplice [46] under the default setting, with the following modifications. We required a splice junction to be considered if the mean coverage across all samples was > 10× and RNA-splicing at the junction was found in at least four out of the eight different samples. The expression thresholds for exons and introns were specified to be 16× and 8× coverage, respectively. For the test of differential splicing, the minimal value for square root of JSD [46] was set to be 0.25 with false discovery rate threshold (=0.01). The minimum fold change (2.5) was required to call gene differential expression (down- or up-regulation). Because we aimed to test the existence of differential intron splicing in response to temperature changes (instead of global gene expression change across samples), we regarded the two samples (H-42 and H-46) as biological replicates from high temperature, and the other two samples (C-28.1 and C-28.2) as biological replicates from low temperature. This practice maximized statistical power to detect splicing events that were shared within groups (e.g., high temperature samples including H-42 and H-46) and differed between the groups (high versus low temperature samples). 

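The libraries joined by this grouping were also compared with each other, in an edgeR model with the 4 samplings as separate conditions. Between H-46 and H-42, 3 of 6195 genes were past the threshold, and 529 had an unadjusted p below 0.05. With DESeq2, 23 were past the threshold. The 3 genes from edgeR, named here after their values were seen, were Gs49920 (log2 fold change 2.63, standard error 0.27), Gs31500 (-3.43, standard error 0.41) and Gs06850 (3.22, standard error 0.39). Without any single library of C-28.1, which leaves 2 libraries per sampling as in the paper, none was past it, and between 408 and 483 had an unadjusted p below 0.05. Between C-28.2 and C-28.1, 1 gene was past the threshold, Gs07500 (log2 fold change 1.85, standard error 0.18), and 2221 had an unadjusted p below 0.05. This count depended on the fit: it was 138 with culture as a block, 145 with DESeq2, 130 without culture A and 128 without culture C of H-46, and 0 without either culture of H-42 or any library of C-28.1 (1608 to 1925 at an unadjusted p below 0.05). For comparison, C-28.1 against H-42 gave 735 genes past the threshold and C-28.2 against H-46 gave 636. A difference between those cold shifts was past the threshold in 0 genes (1541 at an unadjusted p below 0.05), in 3 with culture as a block and in 131 with DESeq2. In simulated counts this comparison recovered 11.5% of 200 genes with a 4-fold change. The simulation took its spread from the heat and cold fit and drew libraries independently, so this share need not hold for the real counts. The root mean square log2 difference between libraries was 0.26 between cultures of H-42 and 0.67 between cultures of H-46, at most 0.67 between H-46 and H-42, at most 0.83 between C-28.2 and C-28.1, and at least 0.90 between any heat and any cold library.

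**Figure D5:**
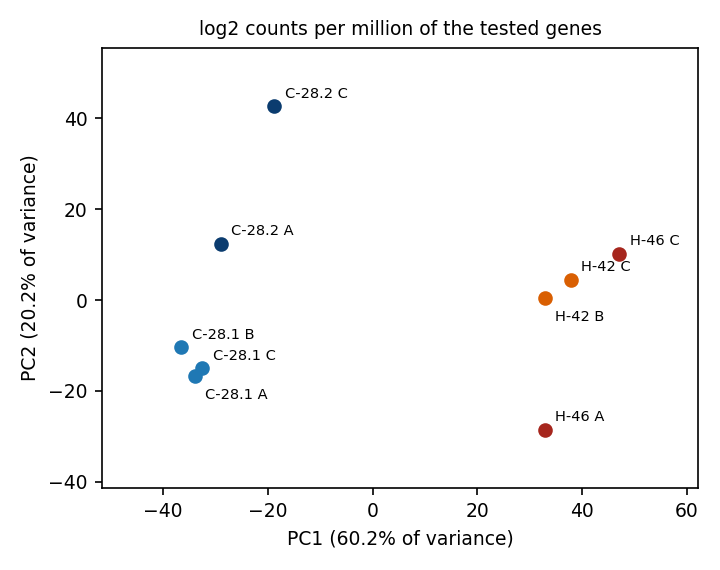
First and second principal components of log2 CPM over the tested genes, one point per library, coloured by sampling. The first component (60.2% of variance) separates the heat libraries (right) from the cold libraries (left); the second (20.2%) spreads H-46 and C-28.2.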

The examples of alternatively spliced modules that showed statistically significant difference between high and low temperatures (Fig. 3c) were visualized using CLC workbench (v8) (http://www.clcbio.com/products/clc-main-workbench/).

## Additional files

Additional file 1: **Table S1.** Algal genome and transcriptome data used in this study. (PDF 96 kb)

Additional file 2: **Figure S1.** Two examples of spliceosomal single-gene phylogeny that show different ancestries of red algal spliceosomal genes. (PDF 137 kb)

Additional file 3: Phylogenies of red algal SM-genes. (TXT 5414 kb)

Additional file 4: **Table S2.** Completeness of proteomic data estimated using 303 BUSCO gene families that are evolutionarily conserved among eukaryotes. (PDF 119 kb)

Additional file 5: **Table S3.** Presence and absence of human spliceosomal machinery-associated proteins in red algae. (PDF 134 kb)

Additional file 6: **Figure S2.** The search results for snRNA component of the spliceosome in *Galdieria sulphuraria*. (PDF 91 kb)

Additional file 7: **Table S4.** INFERNAL scores and e-values for red algal snRNA genes. (PDF 64 kb)

Additional file 8: **Figure S3.** Sequence conservation in *Galdieria sulphuraria* genes. (PDF 181 kb)

Additional file 9: **Table S5.** The intron statistics in red algal and Viridiplantae genomes. (PDF 71 kb)

Additional file 10: **Figure S4.** GC content and intron density in red algae. (PDF 92 kb)

Additional file 11: **Figure S5.** Conservation of intron positions in the *Galdieria sulphuraria* geranylgeranyl transferase beta-subunit gene. (PDF 97 kb)

Additional file 12: **Figure S6.** Estimation of gains and losses of conserved introns in red algal phylogeny. (PDF 92 kb)

Additional file 13: **Figure S7.** The distributions of intron lengths in five red algal species. (PDF 82 kb)

Additional file 14: **Table S6.** *Galdieria sulphuraria* introns that underwent alternative splicing in our studied samples. (PDF 981 kb)

Additional file 15: **Table S7.** *Galdieria sulphuraria* introns that were differentially spliced under the heat and cold conditions. (PDF 226 kb)

Additional file 16: **Figure S8.** Intron retention in a *Galdieria sulphuraria* gene. (PDF 74 kb)

Additional file 17: **Table S8.** *Galdieria sulphuraria* genes that were differentially expressed under the heat and cold conditions. (PDF 186 kb)

Additional file 18: **Figure S9.** Phylogenetic trees of UPF1, UPF2, and UPF3. (PDF 97 kb)

Additional file 19: Supplementary Methods. (PDF 109 kb)

## Abbreviations

ALE: Alternative last exons
AS: Alternative splicing
CAZyme: Carbohydrate-active enzyme
NMD: Nonsense-mediated decay
PTC: Premature termination codons
SM: Spliceosomal machinery

# Supplementary material for: Unexpected conservation of the RNA splicing apparatus in the highly streamlined genome of Galdieria sulphuraria
**Source:** BMC Evol Biol. 2018 Apr 2;18:41. doi: 10.1186/s12862-018-1161-x
**Supplement:** Supplementary file 1 — Table S1. Algal genome and transcriptome data used in this study.

**Table S1. Algal genome and transcriptome data used in this study.**

| No. | Phylum        | Taxa                                        | Data type     | Data source |
|-----|---------------|---------------------------------------------|---------------|-------------|
| 1   | Rhodophyta    | <i>Porphyridium aerugineum</i> <sup>1</sup> | Transcriptome | [1]         |
| 2   | Rhodophyta    | <i>Porphyridium purpureum</i> <sup>1</sup>  | Genome        | [2]         |
| 3   | Rhodophyta    | <i>Porphyra umbilicalis</i> <sup>2</sup>    | Transcriptome | [3]         |
| 4   | Rhodophyta    | <i>Pyropia yezoensis</i> <sup>2</sup>       | Genome        | [4]         |
| 5   | Rhodophyta    | <i>Rhodosorus marinus</i>                   | Transcriptome | [1]         |
| 6   | Rhodophyta    | <i>Galdieria phlegrea</i>                   | Genome        | [5]         |
| 7   | Rhodophyta    | <i>Chondrus crispus</i>                     | Genome        | [6]         |
| 8   | Rhodophyta    | <i>Galdieria sulphuraria</i>                | Genome        | [7]         |
| 9   | Rhodophyta    | <i>Cyanidioschyzon merolae</i>              | Genome        | [8]         |
| 10  | Rhodophyta    | <i>Gracilariopsis chorda</i>                | Genome        | Unpublished |
| 11  | Viridiplantae | <i>Arabidopsis thaliana</i>                 | Genome        | [9]         |
| 12  | Viridiplantae | <i>Physcomitrella patens</i>                | Genome        | [10]        |
| 13  | Viridiplantae | <i>Selaginella moellendorffii</i>           | Genome        | [11]        |
| 14  | Viridiplantae | <i>Klebsormidium flaccidum</i>              | Genome        | [12]        |
| 15  | Viridiplantae | <i>Chlamydomonas reinhardtii</i>            | Genome        | [13]        |
| 16  | Viridiplantae | <i>Coccomyxa subellipsoidea</i>             | Genome        | [14]        |
| 17  | Viridiplantae | <i>Chlorella variabilis</i>                 | Genome        | [15]        |
| 18  | Viridiplantae | <i>Micromonas pulilla</i>                   | Genome        | [16]        |
| 19  | Viridiplantae | <i>Ostreococcus tauri</i>                   | Genome        | [17]        |

<sup>1</sup> Combined to form *Porphyridium* data in Fig. 1A.

<sup>2</sup> Combined to form Banginacea data in Fig. 1A.

## References

1. Keeling PJ, Burki F, Wilcox HM, Allam B, Allen EE, Amaral-Zettler LA, et al. The Marine Microbial Eukaryote Transcriptome Sequencing Project (MMETSP): illuminating the functional diversity of eukaryotic life in the oceans through transcriptome sequencing. *PLoS Biol.* 2014;12:e1001889.
2. Bhattacharya D, Price DC, Chan CX, Qiu H, Rose N, Ball S, et al. Genome of the red alga *Porphyridium purpureum*. *Nat. Commun.* 2013;4:1941.
3. Chan CX, Blouin NA, Zhuang Y, Zäuner S, Prochnik SE, Lindquist E, et al. *Porphyra* (Bangioophyceae) transcriptomes provide insights into red algal development and metabolism. *J. Phycol.* 2012;48:1328–42.
4. Nakamura Y, Sasaki N, Kobayashi M, Ojima N, Yasuike M, Shigenobu Y, et al. The first symbiont-free genome sequence of marine red alga, Susabi-nori (*Pyropia yezoensis*). *PloS One.* 2013;8:e57122.
5. Qiu H, Price DC, Weber APM, Reeb V, Yang EC, Lee JM, et al. Adaptation through horizontal gene transfer in the cryptoendolithic red alga *Galdieria phlegrea*. *Curr. Biol.* 2013;23:R865-866.
6. Collén J, Porcel B, Carré W, Ball SG, Chaparro C, Tonon T, et al. Genome structure and metabolic features in the red seaweed *Chondrus crispus* shed light on evolution of the Archaeplastida. *Proc. Natl. Acad. Sci. U. S. A.* 2013;110:5247–52.

7. Schönknecht G, Chen W-H, Ternes CM, Barbier GG, Shrestha RP, Stanke M, et al. Gene transfer from bacteria and archaea facilitated evolution of an extremophilic eukaryote. *Science*. 2013;339:1207–10.
8. Matsuzaki M, Misumi O, Shin-I T, Maruyama S, Takahara M, Miyagishima S-Y, et al. Genome sequence of the ultrasmall unicellular red alga *Cyanidioschyzon merolae* 10D. *Nature*. 2004;428:653–7.
9. Arabidopsis Genome Initiative. Analysis of the genome sequence of the flowering plant *Arabidopsis thaliana*. *Nature*. 2000;408:796–815.
10. Rensing SA, Lang D, Zimmer AD, Terry A, Salamov A, Shapiro H, et al. The *Physcomitrella* genome reveals evolutionary insights into the conquest of land by plants. *Science*. 2008;319:64–9.
11. Banks JA, Nishiyama T, Hasebe M, Bowman JL, Gribskov M, dePamphilis C, et al. The *Selaginella* genome identifies genetic changes associated with the evolution of vascular plants. *Science*. 2011;332:960–3.
12. Hori K, Maruyama F, Fujisawa T, Togashi T, Yamamoto N, Seo M, et al. *Klebsormidium flaccidum* genome reveals primary factors for plant terrestrial adaptation. *Nat. Commun*. 2014;5:3978.
13. Merchant SS, Prochnik SE, Vallon O, Harris EH, Karpowicz SJ, Witman GB, et al. The *Chlamydomonas* genome reveals the evolution of key animal and plant functions. *Science*. 2007;318:245–50.
14. Blanc G, Agarkova I, Grimwood J, Kuo A, Brueggeman A, Dunigan DD, et al. The genome of the polar eukaryotic microalga *Coccomyxa subellipsoidea* reveals traits of cold adaptation. *Genome Biol*. 2012;13:R39.
15. Blanc G, Duncan G, Agarkova I, Borodovsky M, Gurnon J, Kuo A, et al. The *Chlorella variabilis* NC64A genome reveals adaptation to photosymbiosis, coevolution with viruses, and cryptic sex. *Plant Cell*. 2010;22:2943–55.
16. Worden AZ, Lee J-H, Mock T, Rouzé P, Simmons MP, Aerts AL, et al. Green evolution and dynamic adaptations revealed by genomes of the marine picoeukaryotes *Micromonas*. *Science*. 2009;324:268–72.
17. Derelle E, Ferraz C, Rombauts S, Rouzé P, Worden AZ, Robbens S, et al. Genome analysis of the smallest free-living eukaryote *Ostreococcus tauri* unveils many unique features. *Proc. Natl. Acad. Sci. U. S. A.* 2006;103:11647–52.

# Supplementary material for: Unexpected conservation of the RNA splicing apparatus in the highly streamlined genome of Galdieria sulphuraria
**Source:** BMC Evol Biol. 2018 Apr 2;18:41. doi: 10.1186/s12862-018-1161-x
**Supplement:** Supplementary file 2 — Figure S1. Two examples of spliceosomal single-gene phylogeny that show different ancestries of red algal spliceosomal genes.

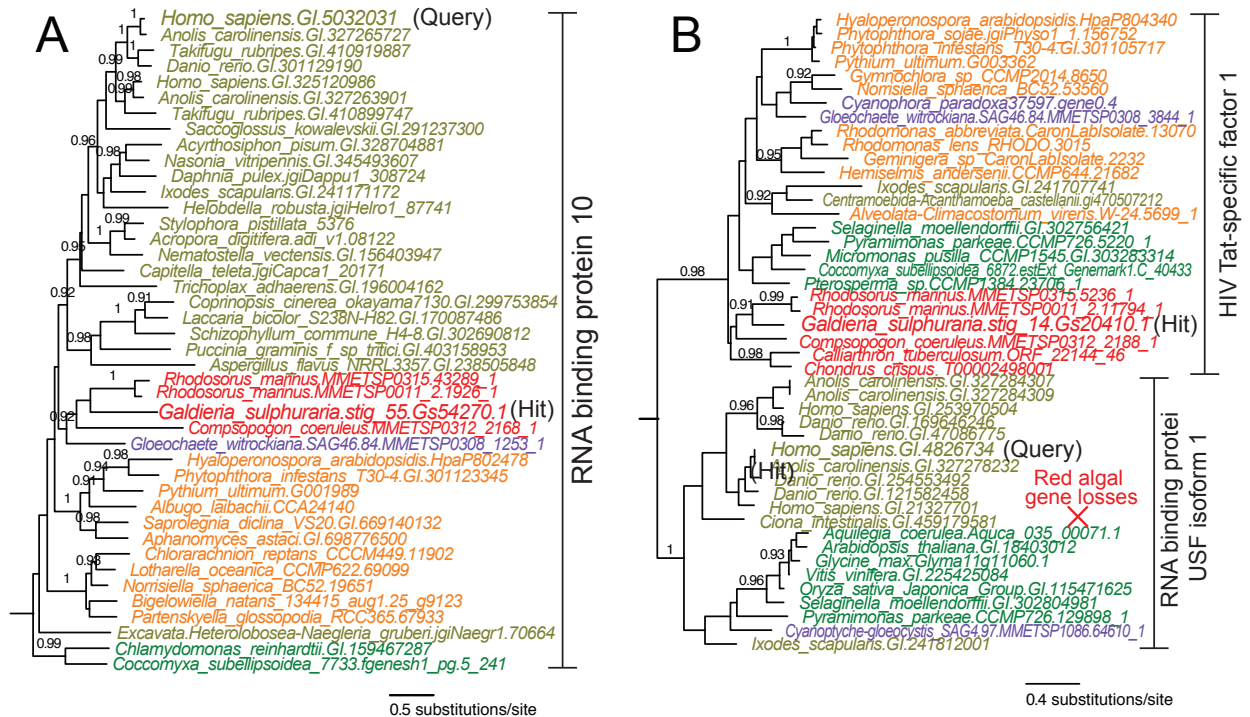

**Figure S1. Two examples of spliceosomal single-gene phylogeny that show different ancestries of red algal spliceosomal genes (see Methods).** (A) Maximum likelihood tree of RNA binding protein 10. Branch support values (when larger than 0.9) are shown and local support values were estimated using the Shimodaira-Hasegawa test (Shimodaira, H. and Hasegawa, M. 1999). In this tree, *Galdieria sulphuraria* gene (Gs54270.1) is one of the top six BLASTp hits to the human query gene (GI: 5032031). When included in the same phylogenetic tree, these two genes appeared in a same orthologous group. This result suggests a shared ancestry and an orthologous relationship between the *G. sulphuraria* and human genes. Species are shown in difference colors including red (red algae), green (Viridiplantae), glaucophytes (pink), orange (chromalveolates), and Metazoa and fungi (brown). (B) Maximum likelihood tree of RNA binding protein USF isoform 1 and HIV Tat-specific factor 1. The *G. sulphuraria* gene (Gs20410.1) is one of the top six BLASTp hits to the human query gene (GI: 4826734). When included in the same phylogenetic tree, the *G. sulphuraria* gene appeared in a separate orthologous group than the human query gene. All six *G. sulphuraria* top hits resulted in similar phylogenetic patterns. Given this result, the eukaryotic gene (RNA binding protein USF) was regarded to be lost in red algae (indicated by the cross in red color).

# Supplementary material for: Unexpected conservation of the RNA splicing apparatus in the highly streamlined genome of Galdieria sulphuraria
**Source:** BMC Evol Biol. 2018 Apr 2;18:41. doi: 10.1186/s12862-018-1161-x
**Supplement:** Supplementary file 4 — Table S2. Completeness of proteomic data estimated using 303 BUSCO gene families that are evolutionarily conserved among eukaryotes.

**Table S2. Completeness of proteomic data estimated using 303 BUSCO gene families that are evolutionarily conserved in eukaryotes.** The two taxa with significantly lower hits to BUSCO gene families are highlighted in the yellow field.

| Protein data                                     | Full-length | Proportion   | Fragmented | Proportion   | Missing   | Proportion   |
|--------------------------------------------------|-------------|--------------|------------|--------------|-----------|--------------|
| <i>C. merolae</i>                                | 283         | 93.4%        | 10         | 3.3%         | 10        | 3.3%         |
| <i>G. phlegrea</i>                               | 280         | 92.4%        | 6          | 2.0%         | 17        | 5.6%         |
| <i>G. sulphuraria</i>                            | 276         | 91.1%        | 7          | 2.3%         | 20        | 6.6%         |
| <i>P. purpureum</i> + <i>aerugineum</i>          | 276         | 91.0%        | 9          | 3.0%         | 18        | 6.0%         |
| <i>R. marinus</i>                                | 274         | 90.4%        | 8          | 2.6%         | 21        | 7.0%         |
| <i>G. chorda</i>                                 | 272         | 89.8%        | 7          | 2.3%         | 24        | 7.9%         |
| <b><i>C. crispus</i></b>                         | <b>231</b>  | <b>76.2%</b> | <b>23</b>  | <b>7.6%</b>  | <b>49</b> | <b>16.2%</b> |
| <b><i>P. umbilicalis</i>+<i>P. yezoensis</i></b> | <b>171</b>  | <b>56.5%</b> | <b>75</b>  | <b>24.8%</b> | <b>57</b> | <b>18.7%</b> |

# Supplementary material for: Unexpected conservation of the RNA splicing apparatus in the highly streamlined genome of Galdieria sulphuraria
**Source:** BMC Evol Biol. 2018 Apr 2;18:41. doi: 10.1186/s12862-018-1161-x
**Supplement:** Supplementary file 5 — Table S3. Presence and absence of human spliceosomal machinery-associated proteins in red algae.

**Table S3. Presence and absence of human spliceosomal machinery-associated proteins in red algae.** The information regarding gene expression and protein categories was derived from the previous paper (Ref. 13). “+” indicates gene presence. Redundant genes (due to metazoan-specific duplication), when belong to the same categories, were collapsed. Human paralogous genes are shown in parentheses. Abbreviations: Gph (*G. phlegrea*), Gsu (*G. sulphuraria*), Rma (*R. marinus*), Gch (*G. chorda*), Ccr (*C. crispus*), Ppu (*Porphyridium*), Ban (Bangiaceae), and Cme (*C. merolae*).

| Human gene     | Expression | Category        | Gph | Gsu | Rma | Gch | Ccr | Por | Ban | Cme |
|----------------|------------|-----------------|-----|-----|-----|-----|-----|-----|-----|-----|
| SNRPB          | high       | <b>Sm</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| SNRPD1         | high       | <b>Sm</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| SNRPD2         | high       | <b>Sm</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| SNRPD3         | high       | <b>Sm</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| SNRPE          | high       | <b>Sm</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| SNRPF          | high       | <b>Sm</b>       | +   | +   | +   | +   | +   | +   |     |     |
| SNRPG          | high       | <b>Sm</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| SRPK1          | high       | <b>U1</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| SNRNP70        | high       | <b>U1</b>       | +   | +   | +   | +   | +   |     | +   |     |
| SNRPA          | high       | <b>U1</b>       | +   | +   | +   | +   | +   |     |     |     |
| SNRPC          | high       | <b>U1</b>       | +   | +   | +   | +   | +   | +   | +   |     |
| PHF5A          | high       | <b>U2</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| SF3A1          | high       | <b>U2</b>       | +   | +   | +   | +   | +   | +   | +   |     |
| SF3A2          | high       | <b>U2</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| SF3A3          | high       | <b>U2</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| SF3B1          | high       | <b>U2</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| SF3B14         | high       | <b>U2</b>       | +   | +   | +   | +   | +   | +   | +   |     |
| SF3B2          | high       | <b>U2</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| SF3B3          | high       | <b>U2</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| SF3B4          | high       | <b>U2</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| SF3B5          | high       | <b>U2</b>       | +   | +   | +   | +   | +   | +   |     |     |
| SNRPA1         | high       | <b>U2</b>       | +   | +   | +   | +   | +   | +   | +   |     |
| SNRNP2(SN RPA) | high       | <b>U2</b>       | +   | +   | +   | +   | +   |     |     |     |
| PPIH           | high       | <b>U4/U6</b>    | +   | +   | +   | +   | +   |     |     |     |
| NHP2L1         | high       | <b>U4/U6</b>    | +   | +   | +   | +   | +   | +   | +   | +   |
| PRPF3          | high       | <b>U4/U6</b>    | +   | +   | +   | +   | +   | +   |     |     |
| PRPF31         | high       | <b>U4/U6</b>    | +   | +   | +   | +   | +   | +   | +   | +   |
| PRPF4          | high       | <b>U4/U6</b>    | +   | +   | +   | +   | +   |     |     |     |
| CD2BP2         | high       | <b>U5</b>       | +   | +   | +   |     |     |     |     |     |
| SNRNP40        | high       | <b>U5</b>       | +   | +   | +   |     |     |     |     |     |
| DDX23          | high       | <b>U5</b>       | +   | +   | +   | +   | +   | +   | +   |     |
| EFTUD2         | high       | <b>U5</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| PRPF6          | high       | <b>U5</b>       | +   | +   | +   | +   | +   | +   |     |     |
| PRPF8          | high       | <b>U5</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| SNRNP200       | high       | <b>U5</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| TXNL4A         | high       | <b>U5</b>       | +   | +   | +   | +   | +   | +   | +   | +   |
| DHX16          | high       | <b>1st step</b> | +   | +   | +   | +   | +   | +   | +   |     |
| GPKOW          | high       | <b>1st step</b> | +   | +   |     | +   | +   |     |     |     |
| DHX38          | high       | <b>2nd step</b> | +   | +   | +   | +   | +   | +   |     |     |
| DHX8           | high       | <b>2nd step</b> | +   | +   | +   | +   | +   | +   | +   |     |
| PRPF18         | high       | <b>2nd step</b> | +   | +   | +   | +   | +   | +   | +   |     |
| SLU7           | high       | <b>2nd step</b> | +   | +   | +   | +   | +   | +   | +   |     |
| SNRNP27        | high       | U5&U4/U6        |     |     |     |     |     |     |     |     |

|           |      |           |   |   |   |   |   |   |   |   |
|-----------|------|-----------|---|---|---|---|---|---|---|---|
| BUD31     | high | Prp19 rel |   |   |   |   |   |   |   |   |
| CRNKL1    | high | Prp19 rel | + | + | + | + | + | + | + | + |
| ISY1      | high | Prp19 rel | + | + | + | + | + | + | + | + |
| RBM22     | high | Prp19 rel | + | + | + | + | + | + | + | + |
| SNW1      | high | Prp19 rel | + | + | + | + | + | + | + |   |
| SYF2      | high | Prp19 rel | + | + | + | + | + | + | + |   |
| XAB2      | high | Prp19 rel | + | + | + | + | + | + | + |   |
| BUD13     | high | RES       | + | + |   | + | + | + |   |   |
| RBMX2     | high | RES       | + | + | + | + | + | + | + | + |
| SNIP1     | high | RES       | + | + | + |   |   |   |   |   |
| ARGLU1    | low  | SR        |   |   |   |   |   |   |   |   |
| SRRM1     | low  | SR        | + | + | + |   |   |   |   |   |
| SRSF1/9   | low  | SR        | + | + | + |   |   |   |   | + |
| SRSF10    | low  | SR        |   |   |   |   |   |   |   | + |
| SRSF2     | low  | SR        | + | + | + |   |   |   |   | + |
| SRSF3     | low  | SR        | + | + | + | + | + | + | + | + |
| SRSF6/4/5 | low  | SR        | + | + | + |   | + |   | + |   |
| SRSF7     | low  | SR        | + | + | + | + | + | + | + | + |
| TRA2B/2A  | low  | SR        |   |   |   |   |   |   |   |   |
| CHERP     | high | U2 rel    |   |   |   |   |   |   |   |   |
| DDX42     | high | U2 rel    | + | + | + |   | + | + | + |   |
| DNAJC8    | high | U2 rel    |   |   |   |   |   |   |   |   |
| PUF60     | high | U2 rel    |   |   |   |   |   |   |   |   |
| RBM17     | high | U2 rel    |   |   |   |   |   |   |   |   |
| SMNDC1    | high | U2 rel    |   |   |   |   |   |   |   |   |
| U2AF1     | high | U2 rel    | + | + | + | + | + | + | + |   |
| U2SURP    | high | U2 rel    | + | + | + |   |   |   |   |   |
| DDX46     | high | U2 rel    | + | + | + | + | + | + | + | + |
| DHX15     | high | U2 rel    | + | + | + | + | + | + | + | + |
| U2AF2     | high | U2 rel    | + | + | + | + | + | + | + |   |

# Supplementary material for: Unexpected conservation of the RNA splicing apparatus in the highly streamlined genome of Galdieria sulphuraria
**Source:** BMC Evol Biol. 2018 Apr 2;18:41. doi: 10.1186/s12862-018-1161-x
**Supplement:** Supplementary file 6 — Figure S2. The search results for snRNA component of the spliceosome in Galdieria sulphuraria.

**Figure S2. The search results for snRNA component of the spliceosome in *Galdieria sulphuraria*.** The outputs are from INFERNAL v1.1.2 under the default setting. Only alignments for the top hit for each query RNA are shown.

**Query:** U1 [ CLEN=166 ]

Accession: RF00003

Description: U1 spliceosomal RNA

Hit scores:

| rank  | E-value | score | bias | sequence | start  | end    | mdl | trunc | gc | description |   |
|-------|---------|-------|------|----------|--------|--------|-----|-------|----|-------------|---|
| (1) ! | 1.8e-10 | 47.1  | 0.0  | stig_36  | 123158 | 122976 | -   | cm    | no | 0.51        | - |

Hit alignments:

```
>> stig_36
```

| rank | E-value | score | bias | mdl | mdl from | mdl to | seq from | seq to | acc  | trunc | gc   |
|------|---------|-------|------|-----|----------|--------|----------|--------|------|-------|------|
| (1)  | 1.8e-10 | 47.1  | 0.0  | cm  | 1        | 166    | 123158   | 122976 | 0.76 | no    | 0.51 |

|         |        | V                                                                                                | V | NC  |
|---------|--------|--------------------------------------------------------------------------------------------------|---|-----|
|         |        | ::::::::::::((((<<<<<<-<<<<<_____>>>>>>>>>,<<<-----<<<-~~~~~>>->----->>>),<<<-<<-<<__            |   | CS  |
| U1      | 1      | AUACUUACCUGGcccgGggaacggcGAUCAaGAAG.gccguuccCCcagGgugaGGucccu*[15]*gggugcugac.cCcuGcGgUuccCCCa   |   | 103 |
|         |        | AUACUUACCUGG:::G:::G:::C AUC A G:::C::: :GG GA G C:: G::UG+UGA+ CC:U CG: ::C:C A                 |   |     |
| stig_36 | 123158 | AUACUUACCUGGGAGGGCAGUCUGUAC-AUCGCAAGAcGUACGACUGUG-CGGGGACGACAA-*[34]*GUUUGUUGAAaCCGU-CGAGGUCACGA |   |     |
| 123039  |        | *****96666666555.555554444355555666665.777455444444...8..344444444448888.*****88877              |   | PP  |

|         |        |                                                                |  |                                               |   |  |   |  |        |
|---------|--------|----------------------------------------------------------------|--|-----------------------------------------------|---|--|---|--|--------|
|         |        |                                                                |  |                                               | v |  | v |  | NC     |
|         |        |                                                                |  | >>->---->>,)))-----.-<<<<--<<<<____>>>>->>>>: |   |  |   |  | CS     |
| U1      | 104    | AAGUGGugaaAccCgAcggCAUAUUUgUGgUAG.ucgGGGgaccGcgUUcGcgCgcGCCcgc |  |                                               |   |  |   |  | 166    |
|         |        | UG::+: :CGAC::C AAUUU UG ::G :G :GCGUUCGCGC: C:C::C            |  |                                               |   |  |   |  |        |
| stig_36 | 123038 | CUAUGUGGC-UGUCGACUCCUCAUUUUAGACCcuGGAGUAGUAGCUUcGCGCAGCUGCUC:  |  |                                               |   |  |   |  | 122976 |
|         |        | 777888777.9*****9754249*****PP                                 |  |                                               |   |  |   |  |        |

Query: U2 [CLEN=193]  
Accession: RF00004  
Description: U2 spliceosomal RNA

Hit scores:

| rank                            | E-value | score | bias | sequence | start  | end    | mdl | trunc | gc      | description |
|---------------------------------|---------|-------|------|----------|--------|--------|-----|-------|---------|-------------|
| (1) !                           | 1.7e-27 | 130.3 | 0.0  | stig_27  | 8229   | 8421   | +   | cm    | no 0.46 | -           |
| ----- inclusion threshold ----- |         |       |      |          |        |        |     |       |         |             |
| (2) ?                           | 1.2     | 18.4  | 0.0  | stig_13  | 117529 | 117438 | -   | cm    | no 0.36 | -           |
| (3) ?                           | 1.7     | 17.8  | 0.7  | stig_26  | 77195  | 77345  | +   | cm    | no 0.34 | -           |

Hit alignments:

>> stig\_27

| rank  | E-value | score | bias | mdl | mdl from | mdl to  | seq from | seq to    | acc  | trunc | gc   |
|-------|---------|-------|------|-----|----------|---------|----------|-----------|------|-------|------|
| (1) ! | 1.7e-27 | 130.3 | 0.0  | cm  | 1        | 193 [ ] | 8229     | 8421 + .. | 0.95 | no    | 0.46 |

  

|                                               |      |                                                                                                      |      |    |
|-----------------------------------------------|------|------------------------------------------------------------------------------------------------------|------|----|
| U2                                            | 1    | AUacCUUCu.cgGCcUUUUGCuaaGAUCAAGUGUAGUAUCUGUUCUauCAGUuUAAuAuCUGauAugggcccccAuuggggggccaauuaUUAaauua   | 99   | NC |
| stig_27                                       | 8229 | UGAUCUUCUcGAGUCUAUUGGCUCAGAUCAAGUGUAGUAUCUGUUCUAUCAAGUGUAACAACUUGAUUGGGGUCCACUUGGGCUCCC-GUUGUUACAAGU | 8327 | CS |
| *****668*****99998888765666666666.799***** PP |      |                                                                                                      |      |    |
| U2                                            | 100  | AUUUUUggaacuaGuggggggcauuu.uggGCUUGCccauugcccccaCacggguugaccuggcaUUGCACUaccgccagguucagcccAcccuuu     | 193  | NC |
| stig_27                                       | 8328 | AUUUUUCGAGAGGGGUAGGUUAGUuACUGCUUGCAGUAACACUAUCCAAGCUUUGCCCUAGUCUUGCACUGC-ACUAGGAGCAGAGCACCUCUU       | 8421 | CS |
| *****99988888*****.***** PP                   |      |                                                                                                      |      |    |

Hit scores:

Hit alignments:

```

                                NC
                                >>> CS
      U4      138 ggg 140
                                ::G
stig_26 82689 AAG 82687
                                *** PP

```

Query: U5 [CLEN=116]  
Accession: RF00020  
Description: U5 spliceosomal RNA

Hit scores:

| rank  | E-value | score | bias | sequence | start  | end    | mdl | trunc | gc      | description |
|-------|---------|-------|------|----------|--------|--------|-----|-------|---------|-------------|
| (1) ! | 3.9e-08 | 58.8  | 0.0  | stig_15  | 160149 | 160033 | -   | cm    | no 0.44 | -           |

Hit alignments:

>> stig\_15

| rank  | E-value | score | bias | mdl | mdl from | mdl to | seq from | seq to | acc    | trunc     | gc      |
|-------|---------|-------|------|-----|----------|--------|----------|--------|--------|-----------|---------|
| (1) ! | 3.9e-08 | 58.8  | 0.0  | cm  | 1        | 116    | [ ]      | 160149 | 160033 | - .. 0.95 | no 0.44 |

```

                                vv                                vv                                NC
                                :<<<<--<<<<<<<<<<<-----<<<<<<<_____>>>>>>>----->>>>>>>>>>-----..>>>>-----..----- CS
U5      1  aucccccUGgggccacuaca.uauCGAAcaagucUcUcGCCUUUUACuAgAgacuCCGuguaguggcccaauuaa..gggguuuaacu.AAUUUU 92
+ ::C: G:G :C:  :: ++U G AC:::CU:UCGC UUUUACUA:AG:::CC :: :G: C:+AU+ + :G::+UU+AAC+ AAUUUU
stig_15 160149 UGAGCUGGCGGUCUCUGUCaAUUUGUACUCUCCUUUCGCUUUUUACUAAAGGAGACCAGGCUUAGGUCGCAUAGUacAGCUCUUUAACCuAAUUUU
160054
*****77778*****9998999999 PP

                                v                                v NC
                                ---<--<<<<<<_____>>>>>>> CS
U5      93  UGgaagcccuuuuuuuuaagggcu 116
UG      ::CU: ++ +:AG:::U
stig_15 160053 UGU--CGUCUCCCAA-AGAGACGU 160033
998..99999997665.6999999* PP
```

Query: U6 [CLEN=104]  
Accession: RF00026  
Description: U6 spliceosomal RNA

Hit scores:

| rank  | E-value | score | bias | sequence | start | end   | mdl | trunc | gc      | description |
|-------|---------|-------|------|----------|-------|-------|-----|-------|---------|-------------|
| (1) ! | 1.3e-23 | 96.2  | 0.0  | stig_48  | 62703 | 62604 | -   | cm    | no 0.45 | -           |

Hit alignments:

>> stig\_48

| rank  | E-value | score | bias | mdl | mdl from | mdl to  | seq from | seq to     | acc  | trunc | gc   |
|-------|---------|-------|------|-----|----------|---------|----------|------------|------|-------|------|
| (1) ! | 1.3e-23 | 96.2  | 0.0  | cm  | 1        | 104 [ ] | 62703    | 62604 - .. | 0.99 | no    | 0.45 |

```

                                                                NC
      <<<<_____>>>>:::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::::: CS
62610
      ***8..8888..8***** PP
      NC
      ::::: CS
U6      99 aUUUUU 104
      UUUUU
      stig_48 62609 GUUUUU 62604
      ***** PP
```

# Supplementary material for: Unexpected conservation of the RNA splicing apparatus in the highly streamlined genome of Galdieria sulphuraria
**Source:** BMC Evol Biol. 2018 Apr 2;18:41. doi: 10.1186/s12862-018-1161-x
**Supplement:** Supplementary file 7 — Table S4. INFERNAL scores and e-values for red algal snRNA genes.

**Table S4. INFERNAL scores and e-values for red algal snRNA genes.** Only statics from the top hits for each taxon are shown. High sequence conservation (high scores and low e-values) is shown in red color and low sequence conservation in blue color.

| <b>Scores</b>                  |          |          |          |          |          |
|--------------------------------|----------|----------|----------|----------|----------|
| Taxa                           | U1       | U2       | U4       | U5       | U6       |
| <i>Galdieria sulphuraria</i>   | 47.1     | 130.3    | 95       | 58.8     | 96.2     |
| <i>Pyropia yezoensis</i>       | 23       | 103.6    | 59.1     | 59.2     | 42.9     |
| <i>Chondrus crispus</i>        | 48.4     | 109.9    | 38.4     | 41       | 55.5     |
| <i>Gracilariopsis chorda</i>   | 64.2     | 101.3    | 38.7     | 29.8     | 47.7     |
| <i>Porphyridium purpureum</i>  | 22.5     | 82.5     | 58.3     | 32.6     | 22.6     |
| <i>Cyanidioschyzon merolae</i> | NA       | 23.6     | 27.8     | 26.1     | 19.6     |
| <b>E-value</b>                 |          |          |          |          |          |
| Taxa                           | U1       | U2       | U4       | U5       | U6       |
| <i>Galdieria sulphuraria</i>   | 1.80E-10 | 1.70E-27 | 4.20E-20 | 3.90E-08 | 1.30E-23 |
| <i>Pyropia yezoensis</i>       | 9.10E-03 | 1.40E-20 | 1.60E-10 | 1.00E-07 | 1.20E-07 |
| <i>Chondrus crispus</i>        | 5.60E-10 | 1.10E-21 | 6.20E-05 | 2.40E-03 | 6.80E-11 |
| <i>Gracilariopsis chorda</i>   | 1.00E-14 | 1.10E-19 | 5.00E-05 | 6.70E-02 | 1.10E-08 |
| <i>Porphyridium purpureum</i>  | 5.60E-03 | 7.20E-16 | 1.10E-10 | 3.20E-02 | 4.20E-02 |
| <i>Cyanidioschyzon merolae</i> | NA       | 8.00E-02 | 4.80E-03 | 7.30E-01 | 2.80E-01 |

# Supplementary material for: Unexpected conservation of the RNA splicing apparatus in the highly streamlined genome of Galdieria sulphuraria
**Source:** BMC Evol Biol. 2018 Apr 2;18:41. doi: 10.1186/s12862-018-1161-x
**Supplement:** Supplementary file 8 — Figure S3. Sequence conservation in Galdieria sulphuraria genes.

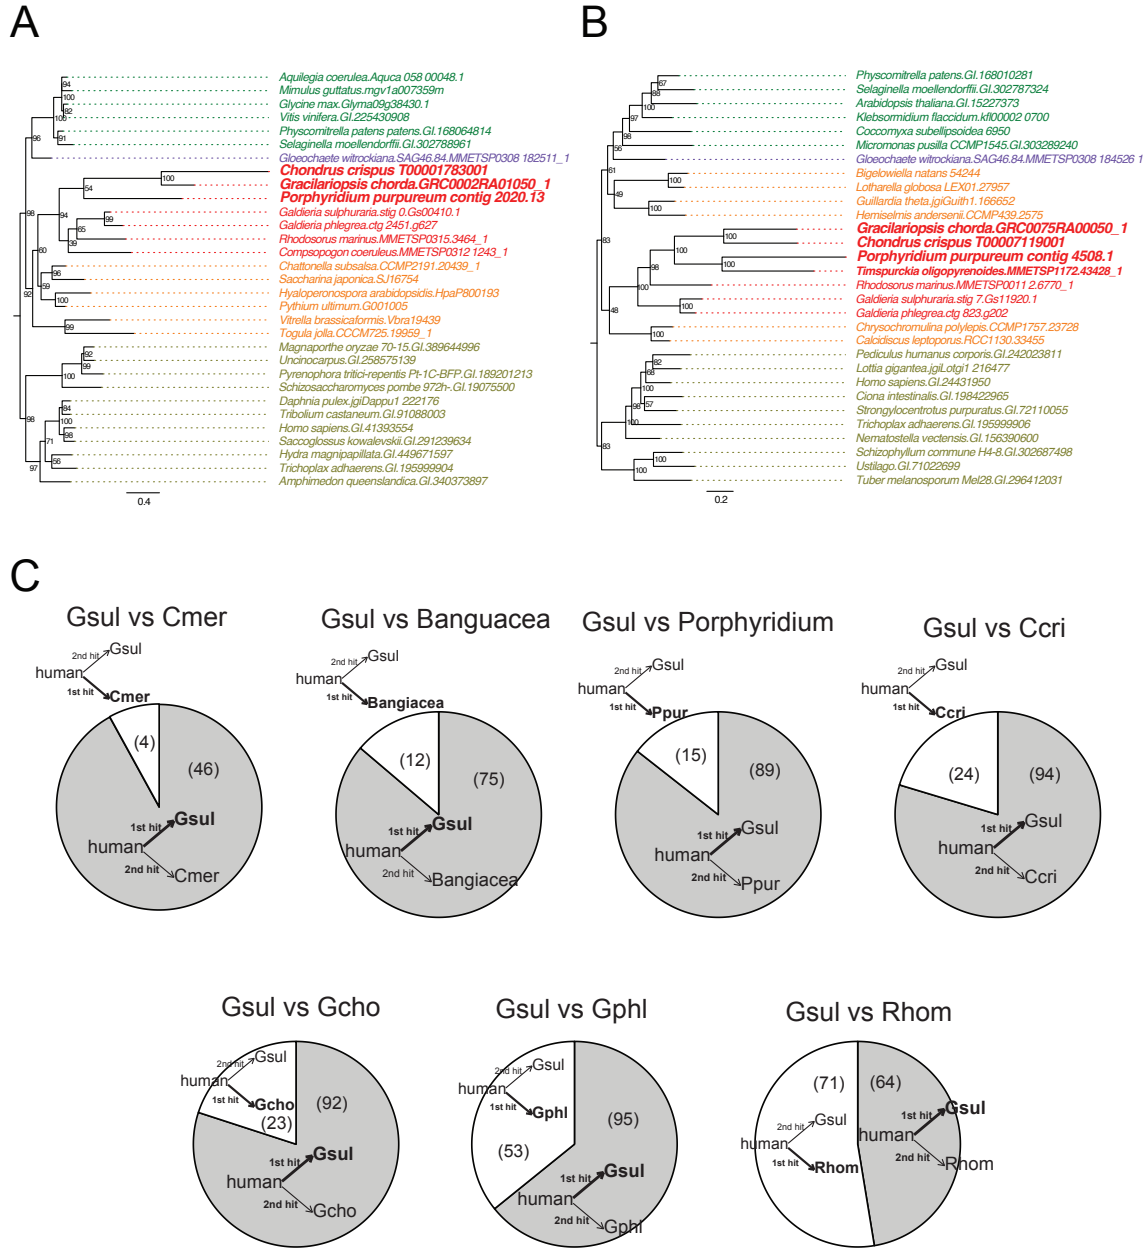

**Figure S3. Sequence conservation in *Galdieria sulphuraria* genes.** (A) Maximum likelihood tree of LUC7-like protein. Red algal taxa connected with exceedingly long branched are shown in bigger font and bold face. Node supports values are calculated using the ultrafast bootstrap (UFboot) approximation approach with 1500 bootstrap replicates. (B) Maximum likelihood tree of PRPF4 protein. (C) Pairwise comparison in sequence conservation using BLASTp bit-score as measure. Protein databases are constructed for proteins found in both red algal species that are compared (e.g., *G. sulphuraria* and *C. merolae*). The distribution of BLASTp top hits among the two red algal species is shown in pie charts. Abbreviation: Gsul (*Galdieria sulphuraria*), Cmer (*Cyanidiodochydon merolae*), Ccri (*Chondrus crispus*), Gcho (*Gracilariopsis chorda*), Gphl (*Galdieria phlegrea*), Rhom (*Rhodorus marinus*).

# Supplementary material for: Unexpected conservation of the RNA splicing apparatus in the highly streamlined genome of Galdieria sulphuraria
**Source:** BMC Evol Biol. 2018 Apr 2;18:41. doi: 10.1186/s12862-018-1161-x
**Supplement:** Supplementary file 9 — Table S5. The intron statistics in red algal and Viridiplantae genomes.

**Table S5. The intron statistics in red algal and viridiplantae genomes.** Only introns flanked by coding exons are included. Coding DNA sequences (CDSs) with in-frame stop codon, ambiguous nucleotide or incomplete codon (length is not divisible by 3) were removed. Frequencies of the two most prevalent splice sites found in most species (GT-AG and GC-AG) are shown for each species.

| Species       | Species                  | CDS with intron(s)* | Intron number | GT-AG | GC-AG |
|---------------|--------------------------|---------------------|---------------|-------|-------|
| Rhodophyta    | <i>G. sulphuraria</i>    | 4655                | 13,245        | 98.5% | 1.4%  |
| Rhodophyta    | <i>C. merolae</i>        | 26                  | 27            | 96.3% | 3.7%  |
| Rhodophyta    | <i>P. purpureum</i>      | 201                 | 245           | 94.7% | /     |
| Rhodophyta    | <i>G. chorda</i>         | 1815                | 2249          | 96.1% | /     |
| Rhodophyta    | <i>C. crisps</i>         | 1602                | 2926          | 95.8% | 2.6%  |
| Rhodophyta    | <i>P. yezeonsis</i>      | 2520                | 3500          | 95.4% | 0.05% |
| Viridiplantae | <i>C. reinhardtii</i>    | 11386               | 93749         | 98.5% | 0.4%  |
| Viridiplantae | <i>K. flaccidum</i>      | 16306               | 94296         | 98.4% | 1.3%  |
| Viridiplantae | <i>P. patens</i>         | 27765               | 143729        | 97.6% | 2.2%  |
| Viridiplantae | <i>S. moellendorffii</i> | 29017               | 161879        | 99.3% | 0.3%  |
| Viridiplantae | <i>A. thaliana</i>       | 40106               | 236649        | 98.6% | 1.1%  |

\*includes multiple splice variants derived from single gene locus for Viridiplantae.

# Supplementary material for: Unexpected conservation of the RNA splicing apparatus in the highly streamlined genome of Galdieria sulphuraria
**Source:** BMC Evol Biol. 2018 Apr 2;18:41. doi: 10.1186/s12862-018-1161-x
**Supplement:** Supplementary file 10 — Figure S4. GC content and intron density in red algae.

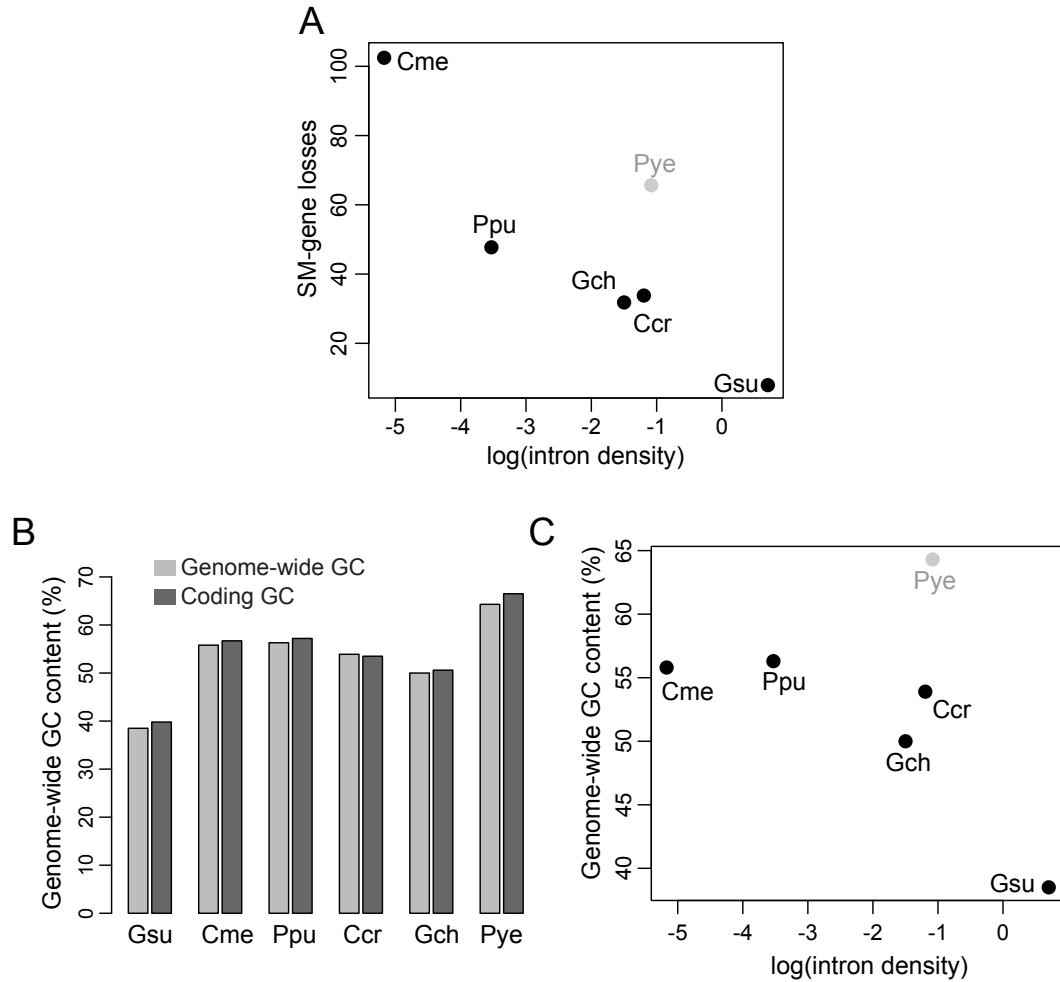

**Figure S4. GC content and intron density in red algae.** Only species with genome assemblies are included. (A) An obvious correlation between SM-gene losses and intron density. *Pyropia yezeonsis* (Pye, shown in grey color) has poor data completeness (see Additional file 4: Table S2) and likely has an inflated number of SM-gene losses. The correlation is apparent for the remaining five species. (B) GC contents in six red algal genome assemblies. (C) Scatter plot of GC content against intron density among the six red algal species. Abbreviation: Gsu (*Galdieria sulphuraria*), Cme (*Cyanidiochyzon merolae*), Ppu (*Porphyridium purpureum*), Ccr (*Chondrus crispus*), Gch (*Gracilariopsis chorda*), and Pye (*Pyropia yezeonsis*).

# Supplementary material for: Unexpected conservation of the RNA splicing apparatus in the highly streamlined genome of Galdieria sulphuraria
**Source:** BMC Evol Biol. 2018 Apr 2;18:41. doi: 10.1186/s12862-018-1161-x
**Supplement:** Supplementary file 11 — Figure S5. Conservation of intron positions in the Galdieria sulphuraria geranylgeranyl transferase beta-subunit gene.

**Figure S5. Conservation of intron positions in *Galdieria sulphuraria* geranylgeranyl transferase beta-subunit gene.** The residues flanking intron (phase 1) or interrupted by intron (phase 2 and 3) are highlighted in green color. Red algal taxa and Viridiplantae are shown in red and black text, respectively. The alignment was generated using MAFFT v7 with progressive methods (G-INS-1) (<http://mafft.cbrc.jp/alignment/server/>). Because the alignment of intron #1-containing region is highly variable depending on used methods and settings, this intron is not included in main text. Introns specific to Viridiplantae lineages are not shown. Abbreviations: Gsu (*Galdieria sulphuraria*), Gch (*Gracilariopsis chorda*), Ccr (*Chondrus crispus*), Pye (*Pyropia yezoensis*), Ppu (*Porphyridium purpureum*), Kfl (*Klebsormidium flaccidum*), Ppa (*Physcomitrella patens*), Smo (*Selaginella moellendorffii*), Ath (*Arabidopsis thaliana*), Cre (*Chlamydomonas reinhardtii*).

```
Gsu XP_00570604 M-----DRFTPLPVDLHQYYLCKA---QNDTKSW
Gch GRC0126RA00 MASS-----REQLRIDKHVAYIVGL---EKKTKT
Ccr XP_00571301 M-----
Pye g4238 MGDG-----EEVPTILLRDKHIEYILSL---QDKQDSP
Ppu contig_3423 MMTS-----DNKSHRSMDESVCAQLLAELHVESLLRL---EASSESY
Cre XP_00168980 MKAA-----GTGPAEAGP---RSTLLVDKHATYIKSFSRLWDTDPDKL
Kfl GAQ90956.1 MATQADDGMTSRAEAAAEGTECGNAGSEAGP-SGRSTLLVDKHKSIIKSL---DNDTATL
Ppa XP_00177348 -----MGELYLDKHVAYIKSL---DKKKDF
Smo XP_00296800 -----M-ELRVDKHVEFIKSL---EKKKDF
Ath NP_974770.1 MSSTSS-----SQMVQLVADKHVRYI--LM-AEKKKESF
```

```
Gsu XP_00570604 EYF-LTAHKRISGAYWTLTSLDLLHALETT-DENAIISWIFSC-QHES-G-----
Gch GRC0126RA00 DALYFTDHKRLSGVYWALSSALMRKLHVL-PQDTILDYVLSC-YHSDVA-----
Ccr XP_00571301 -----TC-YNPTIG-----
Pye g4238 EML-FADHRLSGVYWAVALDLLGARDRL-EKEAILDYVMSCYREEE-G-----
Ppu contig_3423 LQF-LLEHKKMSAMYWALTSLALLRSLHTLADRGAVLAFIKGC-ERET-TSAGEDKTNRS
Cre XP_00168980 EFV-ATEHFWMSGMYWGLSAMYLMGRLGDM-DRDAILGWVMRC-QHTN-G-----
Kfl GAQ90956.1 DYQ-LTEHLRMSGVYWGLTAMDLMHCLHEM-DSERVVKWVMSC-QHKN-G-----
Ppa XP_00177348 DAV-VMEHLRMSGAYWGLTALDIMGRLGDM-NVDEIVSWILMC-QDDC-G-----
Smo XP_00296800 DSM-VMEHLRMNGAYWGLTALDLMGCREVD-DDAKVISWLLQC-KHDC-G-----
Ath NP_974770.1 ESV-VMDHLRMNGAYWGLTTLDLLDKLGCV-SEEEVISWLMTC-QHES-G-----
```

\*

```
Gsu XP_00570604 -----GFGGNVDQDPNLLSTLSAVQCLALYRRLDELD--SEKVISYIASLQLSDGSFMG
Gch GRC0126RA00 -----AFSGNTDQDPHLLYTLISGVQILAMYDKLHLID--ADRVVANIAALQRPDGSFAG
Ccr XP_00571301 -----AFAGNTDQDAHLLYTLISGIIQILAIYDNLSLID--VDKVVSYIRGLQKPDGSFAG
Pye g4238 -----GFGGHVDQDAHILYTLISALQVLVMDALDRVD--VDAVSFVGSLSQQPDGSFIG
Ppu contig_3423 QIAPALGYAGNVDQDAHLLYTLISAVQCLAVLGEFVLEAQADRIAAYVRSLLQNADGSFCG
Cre XP_00168980 -----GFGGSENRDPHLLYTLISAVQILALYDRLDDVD--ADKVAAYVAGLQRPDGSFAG
Kfl GAQ90956.1 -----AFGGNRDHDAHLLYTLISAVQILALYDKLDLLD--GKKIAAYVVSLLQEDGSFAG
Ppa XP_00177348 -----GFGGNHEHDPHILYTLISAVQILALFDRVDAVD--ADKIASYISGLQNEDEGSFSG
Smo XP_00296800 -----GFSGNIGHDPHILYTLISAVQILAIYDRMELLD--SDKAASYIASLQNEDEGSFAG
Ath NP_974770.1 -----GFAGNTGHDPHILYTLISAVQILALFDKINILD--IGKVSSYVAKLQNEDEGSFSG
```

```
...* :*::* **::* *:: . :: : ** **** *
```

```
Gsu XP_00570604 DVWG-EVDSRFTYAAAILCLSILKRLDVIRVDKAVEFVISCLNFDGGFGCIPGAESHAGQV
Gch GRC0126RA00 DKWG-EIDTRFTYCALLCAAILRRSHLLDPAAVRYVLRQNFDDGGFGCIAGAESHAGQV
Ccr XP_00571301 DEWG-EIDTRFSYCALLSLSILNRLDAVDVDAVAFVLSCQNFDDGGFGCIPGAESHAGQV
Pye g4238 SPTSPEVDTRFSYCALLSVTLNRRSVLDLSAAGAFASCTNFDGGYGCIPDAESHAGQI
Ppu contig_3423 DAYG-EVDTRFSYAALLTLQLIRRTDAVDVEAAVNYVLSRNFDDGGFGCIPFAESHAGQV
Cre XP_00168980 DAWG-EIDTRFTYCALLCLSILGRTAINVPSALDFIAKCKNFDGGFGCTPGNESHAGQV
Kfl GAQ90956.1 DEFG-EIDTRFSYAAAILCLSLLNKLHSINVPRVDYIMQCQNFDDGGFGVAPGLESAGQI
```

Ppa XP\_00177348 DEWG-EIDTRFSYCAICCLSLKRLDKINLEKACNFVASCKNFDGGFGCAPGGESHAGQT  
Smo XP\_00296800 DEWG-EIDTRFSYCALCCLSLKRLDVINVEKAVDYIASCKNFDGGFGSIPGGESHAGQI  
Ath NP\_974770.1 DMWG-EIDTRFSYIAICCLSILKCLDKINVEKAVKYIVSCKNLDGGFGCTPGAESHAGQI  
. . \*:\*\*\*: \* \*: : : \* : : \* \*:\*\*\*: \* . \*\*\*:\*

Gsu XP\_00570604 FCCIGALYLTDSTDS---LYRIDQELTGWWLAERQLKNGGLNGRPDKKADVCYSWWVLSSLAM  
Gch GRC0126RA00 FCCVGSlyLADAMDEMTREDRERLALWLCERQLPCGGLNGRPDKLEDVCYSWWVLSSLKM  
Ccr XP\_00571301 FCCVGALALADA---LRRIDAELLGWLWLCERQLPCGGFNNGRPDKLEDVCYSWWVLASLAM  
Pye g4238 FCVLAALALLGT---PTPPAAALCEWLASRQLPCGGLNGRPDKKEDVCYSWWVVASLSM  
Ppu contig\_3423 FCCVGALKLAGA---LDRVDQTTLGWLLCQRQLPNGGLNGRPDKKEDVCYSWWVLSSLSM  
Cre XP\_00168980 FTCIGALSLANA---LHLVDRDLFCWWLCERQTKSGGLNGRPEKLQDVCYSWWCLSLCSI  
Kfl GAQ90956.1 FCCVASLALTGS---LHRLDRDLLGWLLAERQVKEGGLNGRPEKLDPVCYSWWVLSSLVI  
Ppa XP\_00177348 FCCVGALAIGGA---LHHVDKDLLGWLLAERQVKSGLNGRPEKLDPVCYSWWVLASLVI  
Smo XP\_00296800 FCCVSALAIAGA---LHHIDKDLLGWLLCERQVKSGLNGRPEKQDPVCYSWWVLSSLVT  
Ath NP\_974770.1 FCCVGALAITGS---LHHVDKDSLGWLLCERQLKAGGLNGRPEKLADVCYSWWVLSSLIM  
\* :.:\* : .: \*\*..\*\* \*\*:\*\*\*:\* \*\*\*\*\* :.:\*

Gsu XP\_00570604 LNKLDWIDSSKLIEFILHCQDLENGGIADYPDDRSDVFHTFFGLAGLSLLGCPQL----K  
Gch GRC0126RA00 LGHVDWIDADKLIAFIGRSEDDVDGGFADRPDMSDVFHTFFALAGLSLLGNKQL----A  
Ccr XP\_00571301 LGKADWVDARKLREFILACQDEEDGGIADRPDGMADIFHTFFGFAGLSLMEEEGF----E  
Pye g4238 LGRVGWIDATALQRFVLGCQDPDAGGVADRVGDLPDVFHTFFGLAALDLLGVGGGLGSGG  
Ppu contig\_3423 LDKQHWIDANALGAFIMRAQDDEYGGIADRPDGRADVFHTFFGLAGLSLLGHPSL----E  
Cre XP\_00168980 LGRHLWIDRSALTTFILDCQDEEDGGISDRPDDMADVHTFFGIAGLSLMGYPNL----A  
Kfl GAQ90956.1 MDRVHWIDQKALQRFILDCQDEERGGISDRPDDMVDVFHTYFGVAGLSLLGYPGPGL----K  
Ppa XP\_00177348 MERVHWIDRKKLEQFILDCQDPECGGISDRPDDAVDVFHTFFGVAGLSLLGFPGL----A  
Smo XP\_00296800 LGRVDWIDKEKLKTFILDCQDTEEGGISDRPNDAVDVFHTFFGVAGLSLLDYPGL----K  
Ath NP\_974770.1 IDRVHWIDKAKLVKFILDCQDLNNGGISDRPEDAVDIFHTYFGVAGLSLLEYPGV----K  
: : \*: \* \*: .:\* \*\*.:\* \* \*:\*\*\*:\*.\*.\*.\*: .

Gsu XP\_00570604 RIHPAYALPLEII-----S  
Gch GRC0126RA00 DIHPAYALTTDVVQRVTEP-----SA  
Ccr XP\_00571301 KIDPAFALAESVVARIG-----GG  
Pye g4238 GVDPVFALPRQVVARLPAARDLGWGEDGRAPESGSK  
Ppu contig\_3423 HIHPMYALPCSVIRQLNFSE-----SA  
Cre XP\_00168980 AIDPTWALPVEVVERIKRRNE-----AAASASGK  
Kfl GAQ90956.1 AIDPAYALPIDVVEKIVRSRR-----TE-----S  
Ppa XP\_00177348 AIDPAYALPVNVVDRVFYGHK-----KQLAA--S  
Smo XP\_00296800 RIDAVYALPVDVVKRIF-----G  
Ath NP\_974770.1 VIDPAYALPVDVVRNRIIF-----T--K

# Supplementary material for: Unexpected conservation of the RNA splicing apparatus in the highly streamlined genome of Galdieria sulphuraria
**Source:** BMC Evol Biol. 2018 Apr 2;18:41. doi: 10.1186/s12862-018-1161-x
**Supplement:** Supplementary file 12 — Figure S6. Estimation of gains and losses of conserved introns in red algal phylogeny.

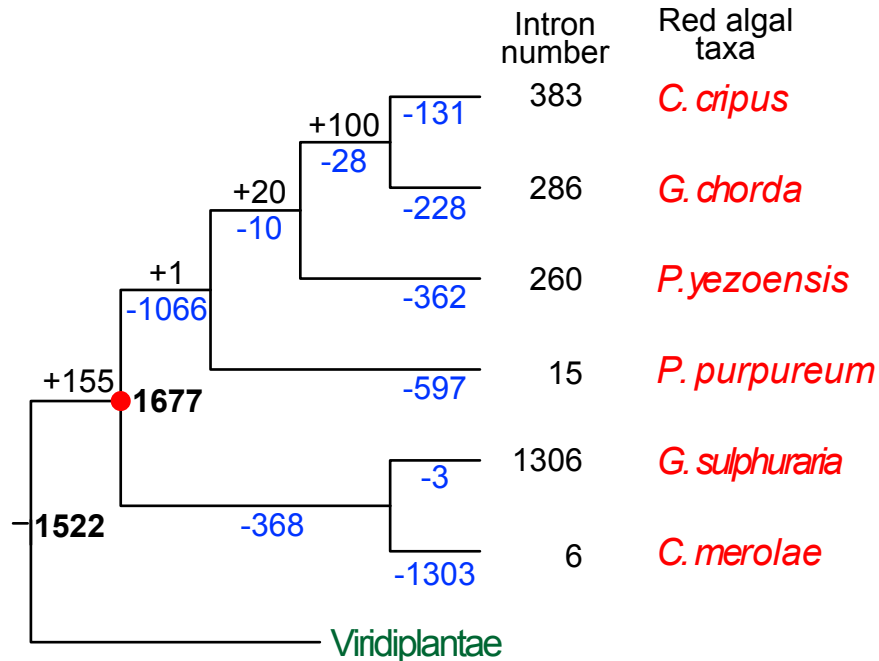

**Figure S6. Estimation of gains and losses of conserved introns in red algal phylogeny.** The numbers of intron gains (+) and losses (–) are shown above and beneath of the corresponding branches, respectively. The number of conserved intron positions in red algae–Viridiplantae common ancestor and red algal common ancestor are shown in bold text. The estimation was carried out using Dollo parsimony method (1). Intron positions that are unique to each terminal taxon were not included in the analysis. We recognize that parsimony is an unrealistic assumption given the high rate of intron turnover. Nevertheless, the dramatic intron losses that are found independently in *C. merolae* and mesophilic red algae are consistent with the pairwise comparison results in shown Figure 2B.

#### Reference:

1. Farris J (1977) Phylogenetic analysis under Dollo’s law. *Syst Zool* 26(1):77–88.

How the deposited data were processed for this re-analysis (not part of the article)

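Transcript abundance was measured by RNA sequencing in 9 libraries of *G. sulphuraria* cultures from 4 samplings: H-42 (2 libraries), C-28.1 (3), H-46 (2) and C-28.2 (2). Samplings, temperatures and culture letters were taken from the sample labels and the Methods of the paper. The paper reports 8 samples, 2 per sampling. Its text does not say which libraries of C-28.1 it used, and no library was left out by its values.

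The authors deposited raw read counts per gene, as whole numbers on 6538 genes per library, without normalization and without summary entries for unmapped reads. The Methods describe trimming with Trimmomatic, mapping with STAR, and the removal of reads mapped to more than one region and of broken pairs; they do so for the splicing analysis and do not say that the counts come from the same alignments. The annotation version and the strand setting are not named. How reads of near-identical genes were handled is therefore not known and cannot be told from the counts. In all, 79 genes had no count in any library. Tables S6 to S8, which hold the paper's coverages and fold changes by DiffSplice, were read from the supplementary text and contain the 1766 introns, 212 introns and 178 genes that the paper gives.

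Gene names were taken from Tables S6 to S8, which pair 1164 genes with a product. Of the genes in the files, 6510 carry the number of a locus tag in the RefSeq table of assembly ASM34128v1, which was used only for locus tags, gene lengths and the order of neighbours. No genome sequence was used here, and no coordinates are given.

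Counts were normalized by TMM and tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) by the quasi-likelihood method, heat against cold without further terms, on the 6195 genes kept by filterByExpr. The threshold was a Benjamini-Hochberg adjusted p below 0.01 with a fold change above 2.5; the paper states the fold change for genes and the false discovery rate for splicing only. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM values use TMM-scaled library sizes. The samplings were compared in a model with 4 conditions. Exact permutation tests of single genes used all 126 splits of the libraries into 4 and 5. Sets of genes by product name were tested with camera at a preset correlation of 0.01, and with fry. The splicing terms were splicing factor, spliceosome, small nuclear ribonucleoprotein, snRNP, snRNA-associated, pre-mRNA-splicing, pre-mRNA-processing, pre-mRNA branch site, U2AF and PRP with a number. They miss Gs52230, a putative splice factor in Tables S6 and S7 (log2 fold change 0.60, not past the threshold). Alternatives were DESeq2 1.42.0, RLE factors or library totals in place of TMM, other filters on low counts, culture as a block, other thresholds, and leaving out each library in turn.

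The culture letters pair libraries, since the paper moved the same cultures through the samplings.

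Libraries held between 4389066 and 8989387 counts, so genes near 10 counts have a large counting error, and for genes with many counts the spread between cultures is the larger part. No 2 libraries were identical: the smallest chi-square per gene between libraries of one sampling was 12.6. Tested on simulated counts with a 4-fold change in 200 genes, the main test recovered 97.5% of them with 0 false calls among 6183 genes, the comparison of C-28.2 with C-28.1 recovered 77.0% among 6184 genes, and the comparison of the cold shifts 11.5%. Without a simulated change the main test made 1 false call among 6177 genes. The spread of the simulated counts came from the heat and cold fit, also for the comparisons of samplings. Libraries of one culture were drawn independently, so recovery in the real counts may differ.

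The genes named in the text follow a rule set before the data were examined: the genes the paper names with a gene number, the spliceosomal genes of Table S8, the genes with the highest coverage and the most extreme fold changes there, the locus whose coverages go against its fold change, and the 3 largest rises and 3 largest falls past the threshold among genes with at least 10 counts in every library whose cold and heat libraries do not overlap. Others are marked where they appear. Splicing of single introns was not analysed, because gene counts do not measure it. The lanes of the libraries are not given in the paper or the labels, so no sequencing batch could be tested.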

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

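The tests of counting error in this part were chosen after the values were seen; those of coverage, thinning and length were set before their results.

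Table S8 is the paper's list of differentially expressed genes, and 514 genes past the threshold lie outside it, 278 of them higher in cold, with 142 changed more than 4-fold. Too few reads for the paper's exon coverage minimum of 16 were not the cause for most of them: 13.4% (68 of the 509 with a known length) had a mean coverage below it in both groups. Their coverage was lower all the same, with a median of 86.8 in the group where it was higher, against 685 for the 99 listed genes. Library size was argued against by thinning every library to the smallest total, an alternative chosen after seeing the totals, which left 503 such genes. Their median length was 0.901 of that of genes not past the threshold, and 1285 bases against 1171 for the 99 listed genes. These medians come without a spread, so they do not decide whether length set the unlisted genes apart. The gene test of the paper's method was not rerun, and its own statistic may account for the difference in number; the temperature shift itself stays open as the biological explanation.

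Among 42 groups of values tested (heat and cold libraries of each named gene and of 2 library measures), 4 had a library far from the others, where chance gives about 5%. In the primary sigma factor gene Gs35420, H-46 C (112 CPM) lay below the other heat libraries (153 to 159), its gap being 0.898 of the range. In Gs25280, H-46 C (206) lay above the others (124 to 135), with 0.841. In Gs45620, the FDA synthase gene of Fig. 3b, C-28.2 C (51.6) lay above the other cold libraries (23.3 to 29.2), with 0.719. In Gs17360, H-46 A (32.0) lay below the other heat libraries (38.4 to 39.4), with 0.874. The gaps to the nearest library were 6.09 (Gs35420), 9.72 (Gs25280), 6.33 (Gs45620) and 1.87 (Gs17360) standard errors of the counts, but setting single libraries against counting error decides nothing, since cultures differ by more than that in well counted genes. Chance among the groups tested, counting error, and technical or biological differences between cultures cannot be told apart here, with 1 library per culture and sampling.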

How the results depend on the processing

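The alternatives were set before the data were examined, except the thinned libraries, the opposite direction of Table S8, the sums over its loci and the product names of Table S6 alone, which were chosen after seeing the data.

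The number of genes past the threshold in cold against heat (613) stayed between 508 and 725 under DESeq2, other scalings, other filters, the 4-condition model, an adjusted p below 0.05, thinned libraries, the culture block and each left-out library. It was 1617 (864 higher, 753 lower in cold) with no fold change minimum and 84 (39 higher, 45 lower) under glmTreat. With library totals in place of TMM the median log2 fold change of all genes moved to -0.10, and 45.5% of the called genes were higher in cold, against 54.8%; 553 genes were shared. The culture as a replicate block gave 599 genes, 572 of them shared. Without H-46 replicate C 508 genes were called, 490 shared, and without C-28.2 replicate C 725, 579 shared. The cause of these shifts was not tested.

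No gene of Table S8 passed the threshold in the direction listed there under any alternative run. In the opposite direction 99 did, and 20 under glmTreat. Of the spliceosomal genes in bold there, 0 passed, but 1 (Gs28130) did with the culture as a replicate block, with a log2 fold change of 1.41, and 2 with no fold change minimum. Across the fits leaving out one library this count was 0 to 1; Gs28130 passed without H-42 replicate B (1.40), H-42 replicate C (1.40), C-28.1 replicate A (1.34) or C-28.2 replicate A (1.39), so its call rests on the 2.5-fold minimum. Of the 10 genes whose product names match the splicing terms, 2 passed, 1 with library totals only, 5 with no fold change minimum, 0 under glmTreat, 3 with the culture as a replicate block, and 1 to 3 across the left-out libraries (1 without H-46 replicate A or C-28.2 replicate C). Of the host genes of differentially spliced introns 18 passed, 47 with no fold change minimum and 4 under glmTreat.

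The comparisons between samplings depended most on the fit. H-46 against H-42 gave 3 genes, 23 with DESeq2, 1 with at least 10 counts in every library, 13 at an adjusted p below 0.05, 0 under glmTreat and 0 to 3 across the left-out libraries, the 0 without any C-28.1 library. C-28.2 against C-28.1 gave 1 gene, 145 with DESeq2, 44 with library totals only, 32 with no low-count filter, 138 with the culture as a replicate block, 162 at an adjusted p below 0.05, 0 under glmTreat, and 0 to 130 across the left-out libraries (130 without H-46 replicate A, 128 without H-46 replicate C). The difference between the cold shifts gave 0 genes (1541 at an unadjusted p below 0.05), 131 with DESeq2, 3 with the culture as a replicate block and 1 at an adjusted p below 0.05. Leaving out a library of an arm with 2 gave no test. With the culture block the other counts stayed within 1.5 times, and no other named gene changed its side of the threshold.

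Of the sets, cytosolic ribosomal proteins (median log2 fold change 1.57) were past an adjusted p of 0.05 under camera and fry, and not with camera's estimated correlation (1.57, adjusted p = 0.270; 6.46e-12 to 0.270 over its alternatives). The spliceosomal list (0.45) passed under fry and with the culture as a replicate block (0.52, camera adjusted p = 0.0494; 0.00248 to 0.621 over its alternatives). Organellar ribosomal proteins (0.12) and chaperones (-0.39) passed under fry alone, and the former reversed to -0.21 with product names of Table S6 only. The fry test asks whether a set changed at all, not whether it changed more than other genes. With 50.1% of tested genes at an unadjusted p below 0.05 in edgeR's cold against heat test, passing fry does not single out a set. The other 299 fits, of 19 named genes, kept their direction and side of the threshold. Gs28640 was not among these 19, and its log2 fold change of 1.35 lies close to the minimum of 1.32. The median expression percentile of genes in Table S6 was 57.5, and 59.1 per kilobase.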

Differences from the paper's values

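The paper reports 178 differentially expressed genes, against 613 from the counts at an adjusted p below 0.01, which the paper states for splicing and not for genes. None of the 19 alternatives set before the data were examined came within 1.5 times of the paper's number; the nearest below was glmTreat with 84 and the nearest above 508, without H-46 replicate C.

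Table S8 marks 2 spliceosomal genes as differentially expressed, and 0 of these 2 passed from the counts. That is not a count over all spliceosomal genes. Of the 10 genes matched by product name, 2 passed, Gs33180 (log2 fold change 1.98) and Gs28640 (1.35), which are not the marked ones. With no fold change minimum, set before the data were examined, both marked genes were called. Gs28130 alone was called with culture as a block and without H-42 B, H-42 C, C-28.1 A or C-28.2 A. With counts summed over the locus that shares the paper's fold change, a setting chosen after seeing the values, the log2 fold changes were 1.98 for the locus of Gs28130 and 1.54 for that of Gs34230, both past the threshold.

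The fold changes of Table S8 are cold over heat by its coverage columns, except at the locus of Gs17370 and Gs17360, whose coverages go the other way, but their series matches the counts only as heat over cold. On that scale 9 of 14 compared genes lay within 1.5 times of the paper's value, Gs10210 for example at 198 against the paper's 233.86 (log2 fold change of cold over heat -7.63), and the following 5, all in loci of several genes with one shared fold change, did not. Gs51040 had 7.84 (log2 fold change of cold over heat -2.97) against the paper's 91.153. Gs16010 had 1.24 (-0.31) against the paper's 0.110. Gs17360 had 1.61 (-0.68) against the paper's 0.317. Gs25280 had 0.0216 (5.53) against the paper's 0.193. Gs34310 had 0.0467 (4.42) against the paper's 0.137. None of the 16 alternatives set before the data were examined closed any of these 5 gaps. Of the 9 genes within 1.5 times, Gs51030 stayed so in 10 of these 16 alternatives and Gs33180 in 12. Gs10210 and Gs28130 each stayed so in 15, and the others in all 16. With counts summed over the locus, a setting chosen after seeing the values, the fold changes of heat over cold were 111 (Gs51040), 0.151 (Gs16010), 0.273 (Gs17360), 0.196 (Gs25280) and 0.0655 (Gs34310).

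In direction, Table S8 lists genes such as Gs10210 and Gs51030 as higher in cold and Gs34920 and Gs16000 as lower, whereas the counts give log2 fold changes of cold over heat of -7.63, -7.08, 3.14 and 3.06. For the primary sigma factor gene Gs35420, Table S7 lists a higher coverage of its introns in heat, and the log2 fold change of cold over heat from the counts was 1.11. The paper reports its first intron as retained in heat and rarely in cold. Intron coverage therefore need not have the direction of the whole-gene counts, and no conflict is drawn from this gene.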

Other observations

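The tests of the exchanged direction, of the shares of locus counts and of the second cold shift were chosen after results they bear on had been seen, for the shares the counts of 3 loci. For the second cold shift, the genes were first to be those past the threshold in cold against heat; since these are selected on both shifts together, they were replaced by genes selected on the first shift alone, after the changes of the named genes at both shifts had been seen but before the correlation was computed.

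The signs of Table S8 are the reverse of those from the counts. Of the 58 loci with 1 gene, 58 had the opposite sign, and summed over each locus 106 of 106 tested loci did (Pearson r -0.993 across loci). The coverages of Table S6 had the opposite sign in 1235 of 1397 introns (88.4%) and those of Table S7 in 132 of 154. Over loci with 1 gene the slope of the log2 fold changes on those of Table S8 was -0.98, which is consistent with heat and cold being exchanged between the tables and the sample labels, with sizes otherwise kept. Which side is exchanged cannot be told apart from these files. Fig. 3c, labelled by temperature, shows the highest maximum coverages of Gs35420 in the first samples at 28 °C. That is the direction of the counts (log2 fold change 1.11). Table S7 gives the introns of Gs35420 a coverage of 222 in heat and 118 in cold, and 148 in heat and 88.6 in cold. Intron coverage also depends on retention, which the paper reports in heat for the first intron of this gene. Moreover, this is 1 gene. Its pooled cold and heat libraries overlap in the counts, but those of C-28.1 (376 to 481 CPM) lay above all others (112 to 188).

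The 17 tested genes of Table S8 that did not have the opposite sign all lie in loci of several genes. They held a median of 5.09% of the counts of their locus (at most 26.6%), against 50% for the 96 others in such loci. This does not show that the fold change of a locus is that of its most read gene: since every tested locus had the opposite sign when summed, a gene of the other sign can hold a large share only where the other genes of the locus changed more. Gs25280 holds 74.6% of the counts of its locus, but its fold change of heat over cold was 0.0216, against 0.196 for the summed locus and the paper's 0.193. Both spliceosomal genes of Table S8 share their locus with more counted genes. In the locus of Gs28130, the neighbour Gs28120 held 86.7% of the counts and had a log2 fold change of 2.11, and in that of Gs34230 the 40S ribosomal protein S6e gene Gs34220 held 84.2% and had 1.57. These neighbours were chosen after their values were seen. Gs28130 itself had 1.28 and Gs34230 1.17. The summed loci had 1.98 and 1.54. The paper's own test was not rerun.

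Drawn splits of the 9 libraries into 5 and 4 tested whether any grouping gives as many genes. Of 100, only 1, the real one, reached 613 genes, 1 reached as many higher in cold and 1 as many lower (277). Only 1 reached 18 host genes of differentially spliced introns, but the other splits called a median of 0 genes in all. Most of them could thus hold no host gene, so the host genes add nothing to the count of 613. The highest other split had 347 genes and places C-28.2 C in one group with the 4 heat libraries. Among the 27 drawn splits with the same cultures in each group as the real one, the highest other had 3.

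Of the 129 host genes of the introns in Table S7, 18 (14.0%) were past the threshold, against 9.90% of all tested genes; 13 were higher and 5 lower in cold. Read depth was argued against by random lists matched on mean expression, of which 1.07% had as many (middle 95% of lists 5 to 16). Of these host genes, 7 are also in Table S8. A link between differential splicing and expression is a hypothesis, since both were drawn from the same cultures. Genes with alternatively spliced introns in Table S6 had a median expression percentile of 57.5, against 47.5 for other genes.

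Neighbouring genes (by order in ASM34128v1) changed together weakly, with Pearson r 0.124 over 5815 pairs, where shuffled pairs gave -0.0256 to 0.0270. Reads running over from one gene into the next were argued against as the whole cause, since r was 0.119 (95% interval 0.0880 to 0.149) under 100 bases apart and 0.0888 (0.00601 to 0.170) over 500 bases apart. Overlapping neighbours had 0.301 (0.147 to 0.440), where shared reads stay open.

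C-28.1 and C-28.2 differed in more genes (2221 at an unadjusted p below 0.05) than H-42 and H-46 (529). The third library of C-28.1 does not explain this: with any one of its libraries left out, at least 1608 genes were below that p. Whether culture C of C-28.2 alone explains it cannot be told apart from a change in both cultures: culture C was 0.780 from the mean of C-28.1 (root mean square log2 difference) and culture A 0.547, but culture A of H-46 was as far from H-42 (0.614 and 0.671), cultures A and C of C-28.2 were 0.603 apart, and each culture has 1 library per sampling. A change of the cold state between the shifts is one hypothesis, time in culture another; the design does not separate them.

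Genes that changed at the first cold shift mostly changed in the same direction at the second. Over the 735 genes past the threshold at the first shift, Pearson r between the log2 changes was 0.877 and 717 (97.6%) had the same sign; 76.2% were smaller at the second shift, which selection on the first shift alone favours, and 309 were past the threshold at the second. Over all 6195 tested genes r was 0.686, and 70.6% had the same sign. Over the 613 genes first intended, r was 0.903 and 613 had the same sign.

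All 15 genes named as cytosolic ribosomal proteins were higher in cold (median log2 fold change 1.57, camera adjusted p = 3.26e-09, fry adjusted p = 0.00110), but all 15 names come from Table S8, which selected them on these cultures. Gs21160 (log2 fold change 0.39, adjusted p = 0.123 from edgeR) and Gs45620 (-0.12, adjusted p = 0.703), the genes of Fig. 3b, were not past the threshold, and Table S6 lists 0 introns in either.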
